# Genome assembly of the foot-flagging frog, *Staurois parvus*: a resource for understanding mechanisms of behavior

**DOI:** 10.1093/g3journal/jkad193

**Published:** 2023-08-25

**Authors:** Mika A Holtz, Riccardo Racicot, Doris Preininger, Adam M M Stuckert, Lisa A Mangiamele

**Keywords:** *Staurois parvus*, foot-flagging frog, genome, RNAseq, communication behavior

## Abstract

Elaborate and skilled movements of the body have been selected in a variety of species as courtship and rivalry signals. One roadblock in studying these behaviors has been a lack of resources for understanding how they evolved at the genetic level. The Bornean rock frog (*Staurois parvus*) is an ideal species in which to address this issue. Males wave their hindlimbs in a “foot-flagging” display when competing for mates. The evolution of foot flagging in *S. parvus* and other species is accompanied by increases in the expression of the androgen receptor gene within its neuromuscular system, but it remains unclear what genetic or transcriptional changes are associated with this behavioral phenotype. We have now assembled the genome of *S. parvus*, resulting in 3.98 Gbp of 22,402 contigs with an N50 of 611,229 bp. The genome will be a resource for finding genes related to the physiology underlying foot flagging and to adaptations of the neuromuscular system. As a first application of the genome, we also began work in comparative genomics and differential gene expression analysis. We show that the androgen receptor is diverged from other anuran species, and we identify unique expression patterns of genes in the spinal cord and leg muscle that are important for axial patterning, cell specification and morphology, or muscle contraction. This genome will continue to be an important tool for future -omics studies to understand the evolution of elaborate signaling behaviors in this and potentially related species.

## Introduction

Sexual selection has resulted in a diversity of elaborate and physically impressive behaviors that have evolved in males to compete with rivals and attract mates (Byers *et al*. 2010; Barske *et al*. 2011). In many cases, these behaviors evolve by co-opting existing physical capabilities, but in other cases this requires the evolution of novel motor skills (reviewed in Fuxjager *et al*. 2022; Goller 2022). The emergence of such motor skills is presumably accompanied by modifications to neural circuits and their connected muscles, which control how the body and limbs are moved to enable impressive feats of acrobatics, coordination, and/or rapid movements (Fuxjager *et al*. 2022; Schwark *et al*. 2022). Yet, little is known about these neuromotor adaptations and their underlying genetic mechanisms (Fuxjager *et al*. 2016; Pease *et al*. 2022).

To address this issue, we study the Bornean rock frog (*Staurois parvus*), which has a novel form of hind limb display called “foot flagging” (Fig. 1a; Supplementary Video 1) that is used primarily in agonistic encounters with other males at breeding sites. Foot flagging has convergently evolved 5 times in the anuran lineage (Fig. 1b), arising in roughly 2 dozen species (Hödl and Amézquita 2001). The independent evolution of similar displays across the anuran phylogeny provides an opportunity to test whether common neuromuscular mechanisms have evolved in foot-flagging species or whether there are many mechanistic solutions that produce similar motor behaviors. For example, in *S. parvus*, foot flagging is an androgen hormone-mediated behavior (Mangiamele *et al*. 2016; Smith *et al*. 2021) and the evolution of foot flagging in multiple anuran lineages is associated with dramatic changes in tissue sensitivity to androgens. Compared with frogs that cannot foot flag, *S. parvus* and other foot-flagging species have much higher androgen receptor (AR) expression in their hind limb muscles (Mangiamele *et al*. 2016; Anderson *et al*. 2021). These findings give us some insight into how novel motor behaviors could evolve through changes in neuromuscular gene expression. However, in order to make further progress, we are in need of a resource that enables us to uncover sources of genetic variation between different individuals and species and to probe the functional consequences of such variation (Miller *et al*. 2019; Gallant and O’Connell 2020).

**Fig. 1.**
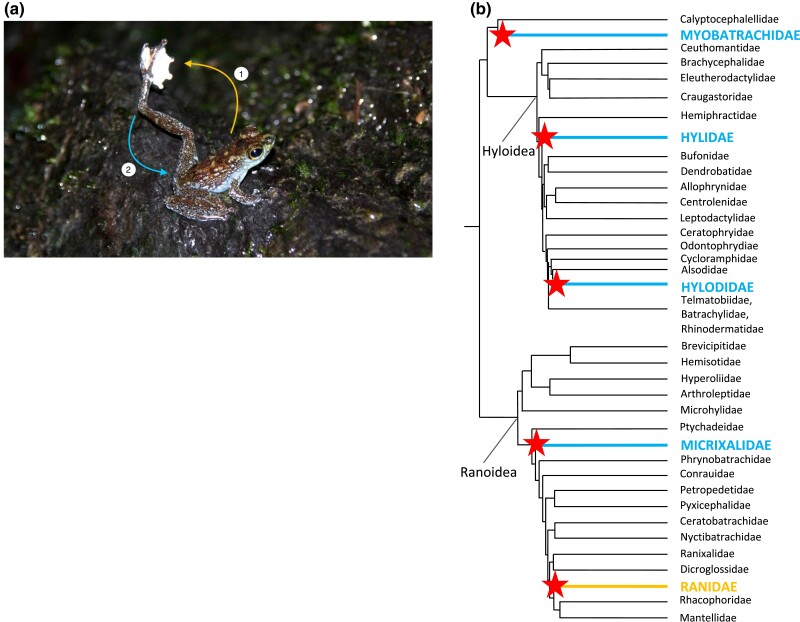
a) A *Staurois parvus* male foot flagging. The hind foot is raised above the head in a slow, arcing motion (1), while displaying bright-white foot webbing, and then quickly retracted back into the body (2). Photo credit: Doris Preininger. b) Family-level phylogeny showing independent evolution of foot-flagging behavior (denoted with stars) in diverse anuran clades. *S. parvus* belongs to the family Ranidae. Phylogeny pruned from Pyron and Wiens 2011.

Next-generation sequencing has made it possible to access genomic information in “non-model” species and to identify suites of genes that are expressed in specific neuromuscular tissues. Here, we introduce the genome of the foot-flagging frog, *S. parvus*. Using PacBio CLR sequencing, we produced a 3.98-Gbp genome assembly with a total of 22,402 contigs (contig N50 of 611,229 base pairs), representing 91.4% of conserved vertebrate genes. Interestingly, we have found significant divergence in AR in the lineage that led to *S. parvus.* We also present an RNA sequencing analysis that identifies patterns of gene expression within relevant neuromuscular pathways. The genome will be a critical resource for future comparative work that will help identify other genes that could be relevant to the evolution of foot-flagging behavior.

## Methods

### IACUC statement

Adult male *S. parvus* frogs were collected from a captive colony at the Vienna Zoo in Vienna, Austria, which was derived from wild frogs collected in Ulu Temburong National Park, Brunei Darussalam in 2010. Animals were maintained, and our tissue collection protocol was approved, by the appropriate Institutional and Animal Care and Use Committees at Smith College (ASAF#17R-LM-290), the University of Vienna (Protocol #2014-013), and the Vienna Zoo.

### Genomic DNA extraction and sequencing

We generated genomic DNA from a single adult male frog using whole-body fresh tissue. We completely removed the skin and dissected out and discarded intestinal tissue. We rinsed the tissue with 1× sterile PBS and ground it to a fine powder in a pre-chilled mortar and pestle. The ground tissue was transferred to a tube containing 5 mL of lysis buffer consisting of 1% SDS, 100 mM NaCl, 10 mM Tris HCl pH 8.0, 10 mM EDTA, 40 mM DTT, and proteinase K. Lysis was performed overnight at 55°C on a rotating mixer. Lysate was spun down at 12,000 × *g* for 10 minutes at room temperature, and the supernatant was transferred to a new tube. We added 15 μL of RNase A to the lysate and incubated the sample for 30 minutes at room temperature. We added an equal volume of phenol chloroform isoamyl 25:24:1 to the sample and gently rocked it back and forth for 1 minute and then centrifuged at 12,000 × *g* for 10 minutes at room temperature. We transferred the upper phase to a new tube and an equal volume of chloroform isoamyl 24:1 to the sample which was then gently rocked back and forth for 1 minute and centrifuged at 12,000 × *g* for 10 minutes at room temperature. The upper phase was transferred to another new tube, and 2× volume of absolute ethanol and 0.1 volume of 3M sodium acetate were added. DNA was precipitated for 2 hours at room temperature and then centrifuged at 12,000 × *g* for 30 minutes at 4°C to turn the gDNA into pellets. We removed the ethanol and washed the pellet with 1 mL of fresh 70% ethanol. We centrifuged the gDNA at 12,000 × *g* for 5 minutes at 4°C. We then discarded the ethanol and allowed the pellet to dry before resuspending in 200 μL of 1× TE buffer. gDNA was allowed to go into solution at room temperature overnight on a rotating mixer at 150 rpm. We quantified the gDNA using Nanodrop and Qubit.

We sent the gDNA to the Icahn Institute for Data Science and Genomic Technology at Mount Sinai, New York, New York, for sequencing. PacBio SMRTBell libraries were generated and sequenced on a PacBio Sequel II using continuous long read chemistry. Libraries were sequenced to a depth of 57× coverage, assuming a genome size of 3.98 Gbp, with 227 GB of raw data generated across 3 independent runs.

### mRNA extraction and sequencing

To identify patterns of gene expression associated with neuromuscular tissues involved in motor control and foot-flagging behavior, we dissected out the whole brain, spinal cord, and thigh muscles from adult male *S. parvus* and placed fresh tissue in RNAlater (Thermo Fisher) until further processing. In total, we were able to obtain 2 brains, 4 spinal cords, and 5 leg muscles. To extract mRNA, we rinsed the tissue with 1× sterile PBS, added 1 mL of TRIzol (Invitrogen), and completely disrupted the tissue using a homogenizer. We then added 0.2 mL of chloroform. We gently shook the tubes and allowed them to incubate for 10 minutes. We then centrifuged the samples at 12,000 × *g* for 15 minutes at 4°C and transferred the top phase to a new tube and added 500 μL of isopropanol. The RNA then precipitated overnight at −20°C. We pelleted the RNA by centrifugation at 12,000 × *g* for 30 minutes at 4°C. Pellets were washed with 1 mL of fresh 70% ethanol and centrifuged at 12,000 × *g* for 5 minutes at 4°C. We discarded the ethanol and allowed the pellets to dry. We resuspended the RNA in 50 μL of nuclease-free water and quantified them using Nanodrop and Qubit. We treated the samples with TURBO DNase (Invitrogen) to remove contaminating DNA. We cleaned up the RNA using 2× Ampure RNAclean beads (Beckman Coulter) and eluted RNA in 25 μL water. We generated cDNA libraries using the Illumina stranded mRNA ligation kit according to the manufacturer's protocol. Briefly, 100 ng of DNase-treated RNA was used to perform mRNA selection using oligo-dT linked beads. First-strand cDNA was then generated from polyadenylated RNA. Second-strand synthesis was performed using dUTP to achieve strand specificity. Illumina RNA index anchors and dual-index adaptors were then ligated. The libraries were amplified for 13 cycles and cleaned up with 1× volume of Ampure XP beads (Beckman Coulter). Fragment Analysis was performed to assess library quality and size distribution. Libraries were sequenced by Novogene (Durham, NC) on an Illumina Novaseq 6000 with 150 bp paired-end reads.

### Transcriptome assembly

We used data from all 3 tissue types (brain, leg muscle, and spinal cord) to assemble a de novo transcriptome for *S. parvus.* First, we concatenated all of the reads before randomly subsampling 20 million forward and 20 million reverse reads from each tissue type using seqtk (Li, 2023; https://github.com/lh3/seqtk). We concatenated all of these reads into a single forward and reverse dataset, composed of 60 million forward and 60 million reverse reads. We then assembled a de novo transcriptome using the Oyster River Protocol using a minimum filter of 1 Transcript Per Million (“TPM=1”) (MacManes 2018). This pipeline uses multiple assemblers and merges the assembled transcripts from each into a single assembly. We then used TransDecoder (https://github.com/TransDecoder/TransDecoder) to predict protein coding regions from the assembled transcriptome. We used “TrasDecoder.LongOrfs” to create a file of open reading frames and then used the Uniprot database (The UniProt Consortium 2019) and “blastp” (Camacho *et al*. 2009) as well as “hmmscan” (Zhang and Wood 2003) and the Pfam database (Mistry *et al*. 2021) to identify known peptides.

### Genome assembly

We converted the reads that the sequencer classified as “good” subreads from “.bam” format into fasta files using the samtools “fasta” command (Li *et al*. 2009). We then used the contig assembler wtdbg2 version 2.5 (Ruan and Li 2020) to create our initial assembly. Wtdbg2 uses a fuzzy de bruijn graph approach to combine reads into contigs. We set the kmer size to 21 (“-p 21”), subsampled half of our kmers (“-S 2”), removed reads smaller than 5,000 base pairs prior to assembling (“-L 5000”) per the software developers’ suggestion, and retained edges in the de bruijn graph that had low coverage (“–rescue-low-cov-edges”). We then used the function “wtpoa-cns” from wtdbg2 to error correct the initial assembly using aligned reads.

Following this, we did a second round of error correction using the program Racon version v1.4.19 (Vaser *et al*. 2017). To do this, we first aligned our PacBio reads back to the assembled genome using minimap2 version 2.10-r761 (Li 2018). We then used the reads and read alignments to error correct using Racon with default settings.

To try and rescue additional genetic content, we used our RNA sequencing (RNAseq) data to scaffold the genome. To do this, we used the subsampled RNAseq dataset used to assemble the transcriptome (i.e. 60 million forward and 60 million reverse reads across tissue types), aligned these reads to the draft genome using BWA (Li and Durbin 2009), and scaffolded with P_RNA_scaffolder (Zhu *et al*. 2018) using default settings.

We examined the genome quality in two main ways. First, we examined the presence of the genic content in our genome using miniBUSCO (Huang and Li, 2023) using the tetrapod database (tetrapoda_odb10; 2021-02-19). Our second method of genome examination was genome contiguity. We used the Assemblathon perl script (Bradnam *et al*. 2013) to calculate the overall numbers of scaffolds and contigs as well as contiguity metrics, such as N50, for both.

### Repeat modeling and masking

We modeled genomic repeats with Repeat Modeler2 (Flynn *et al*. 2020) using RepBase database 20170127. We identified the classified consensus output from Repeat Modeler2 using Transposon Classifier “RFSB” (Riehl *et al*. 2022). We used known repeats from vertebrates within a combined database of Dfam_3.1 and RepBase-20181026 (Bao *et al*. 2015) and our modeled repeats as a repeat library input to mask our genome using Repeat Masker version 4.1.2-p1 (Smit *et al*. 2013-2015).

### Genome annotation

We then annotated the genome using MAKER version 3.01.02 (Campbell *et al*. 2014). We used transcript evidence from our newly predicted coding regions of *S. parvus* to aid in annotation and used the Uniprot database from December 2020 (The UniProt Consortium 2019) as protein evidence to identify genes and gene products. Maker was run with repeat masking done by Repeat Masker version 4.1.0 (Smit *et al*. 2013-2015) and ab initio gene predictions done by SNAP. Maker was run with the “-fix_nucleotides” flag.

### Differential expression analysis

We used the RNAseq data to also conduct differential expression analysis to compare gene expression patterns of each tissue type. RNAseq data were aligned to our reference genome using STAR version 2.7 (Dobin *et al*. 2013) in the gene count mode (“–quantMode GeneCounts”), allowing for up to 20 multiple mappings (“–outFilterMultimapNmax 20”) and 10 mismatched bases (“–outFilterMismatchNmax 10”). We then quantified the expression of genes using the program “htseq-count” (Putri *et al*. 2022). We conducted the alignment and counts at the transcript level in order to observe the expression of different isoforms. Then, we normalized the gene counts with the trimmed mean of *M*-values (TMM) method and conducted DE analysis using edgeR to reveal the identity and number of transcripts that are unique to each tissue (Robinson *et al*. 2010). We used the default settings of the function filterByExpr() from edgeR to filter out low abundance genes, specifically genes with raw expression levels of less than 10 in more than 2 samples (2 is the smallest group size we had). These lenient criteria allow us to compile all possible genes that are differentially expressed in the neuromuscular system that could be relevant to the evolution of foot-flagging behavior. We feel these criteria are justified in this case, because evidence from mammals and birds suggests that genes that are expressed in a tissue-specific manner, especially those expressed at low levels, may evolve more rapidly (Axelson *et al*. 2008; Zhang and Yang 2015; Bentz *et al*. 2019; Hao *et al*. 2019). We determined differentially expressed genes (DEGs), or genes that are significantly different in expression levels between tissues, by producing a false discovery rate (FDR) for each gene based on the Benjamini–Hochberg method (Benjamini and Hochberg 1995), using average counts per million (CPM) and log2 fold change (Log2FC) values. Log2FC was calculated using the average CPM value of each tissue sample group using the glmQLfit() function. Thus, the fold change values that we report for DEGs represent the ratio between the average CPM of one tissue group (e.g. brain) and the average CPM of another (e.g. spinal cord).

We then conducted gene ontology (GO) analysis using the manual gene list search tool and the GO overrepresentation test (GO biological process complete, Fisher's exact test with FDR correction) on PANTHER to reveal the categorical function of DEGs in each tissue type and GO terms enriched in each tissue (Thomas *et al*. 2022). The PANTHER GO overrepresentation test requires an input list of gene names, and in our case, we input the DEGs for each tissue from pairwise comparisons. PANTHER also requires choosing a reference genome already loaded into the website to be used to match and identify orthologous genes from the input list. Out of the available genomes, *Xenopus tropicalis* was the most closely related species to *S. parvus* and the only frog genome. Thus, we chose it as our reference for the test. As a result, 86 out of 118 DEGs were uniquely mapped to the *X. tropicalis* genome for the spinal cord (differentially expressed from the brain) and 2,058 genes out of 3,220 DEGs and 2,480 out of 3,795 DEGs were uniquely mapped for leg muscle (differentially expressed from the brain and spinal cord, respectively).

### AR analyses

Previous evidence indicates the likely important role that AR plays in the evolution of foot-flagging behavior (Mangiamele *et al*. 2016; Anderson *et al*. 2021), therefore we were interested in identifying both gene expression of AR and how its sequence compares to related species. Due to a combination of AR's length, low expression levels in our samples, and the presence of nested genes within AR, the annotation of this gene was poor. We recovered only 5 exons, with no 5′ or 3′ regions. To get a better understanding of AR in *S. parvus* we then manually annotated this gene. We first extracted available AR protein sequences from frogs (genera *Bufo*, *Nanorana*, *Rana*, and *Xenopus*) as well as *Anolis carolinensis.* We then used blastx (Camacho *et al*. 2009) to map these proteins to the genomic scaffold containing AR. We extracted these matches and visualized individual exons using JBrowse2 (Buels *et al*. 2016), then extracted overlapping sequences from the *S. parvus* genome using bedtools “getfasta” (Quinlan and Hall 2010). We then aligned AR mRNAs using MAFFT version 7.515 (Katoh and Standley 2013) allowing for gaps (flag “–leavegappyregion”). We built a phylogenetic tree using IQ-TREE version 2.2.0.3 (Minh *et al*. 2020) with 1,000 ultra fast bootstraps (“-bb 1000”) and specifying *Anolis carolinensis* as the outgroup. We plotted the resulting tree using ggtree (Yu *et al*. 2017).

## Results and discussion

### Genome

In total, we had 312,472,731,406 bases of data across 32,110,985 reads of genomic data, with an average read length of 9,731 base pairs. Our final draft assembly was 3.98 Gbp in total length. This assembly was split into a total of 22,402 contigs, with a contig N50 of 611,229 base pairs. The assembly contained 22,068 scaffolds with a scaffold N50 of 627,225 base pairs. BUSCO analyses indicated that the genome has 91.4% of vertebrate orthologs in complete, single copies, 0.5% of orthologs were present in complete, duplicated copies, 3.5% were fragmented, and 4.6% were missing (N = 5,310 total orthologs).

### Repeats

We identified most of the *S. parvus* genome as repeat elements (62.46% repeats). This is similar to other work to date on amphibians, which indicates that they are rife with repeat elements spread throughout the genome (Sun *et al*. 2015; Rogers *et al*. 2018; Funk *et al*. 2021; Stuckert *et al*. 2021; Wang *et al*. 2021). Over a third of the genome are DNA transposons (41.87%), many of which were hob-Activator (12.93%) or Tc1-IS630-Pogo (10.93%). Retroelements make up a large portion of the genome as well (20.47%). The retroelements found within the *S. parvus* genome are dominated by LINEs which represent 7.41% of the genome and LTR elements that make up 13.0%. Like several other species of amphibian (e.g. the poison frogs *Oophaga pumilio* and *Ranitomeya imitator* and the caecilian *Ichthyophis bannanicus*), gypsy/DIRS1 make up a large portion of the genome (8.72%), potentially indicating a proliferation of these elements early in the history of amphibia. As we continue to produce newer amphibian genome assemblies of higher quality (e.g. contiguity, per-base-accuracy), we will be able to identify trends in repeat elements across this clade. Of particular interest are when these elements proliferated in genomes, and if particular families of repeat elements are more abundant in certain taxa within amphibia.

### AR sequence divergence

Of particular interest is whether the AR gene in *S. parvus* has diverged from other frog species, given known species differences in AR expression that are associated with differences in sexual display behavior (Mangiamele *et al*. 2016; Anderson *et al*. 2021). We found that the *S. parvus* AR gene exhibits significant divergence from other ranids within the coding sequences of these species (Fig. 2; Supplementary Fig. 1). Further, we observed low gene expression of AR in our samples, likely precluding gene expression from being the only marker of behavioral evolution in foot-flagging frogs. Together, this indicates that protein evolution is also a plausible mechanism contributing to the emergence of foot-flagging behavior, as has been previously predicted (Mangiamele *et al*. 2016; Mangiamele and Fuxjager 2018). Further analysis of AR sequence, potentially in combination with full-length isoform sequencing, will be particularly informative in this system.

**Fig. 2.**
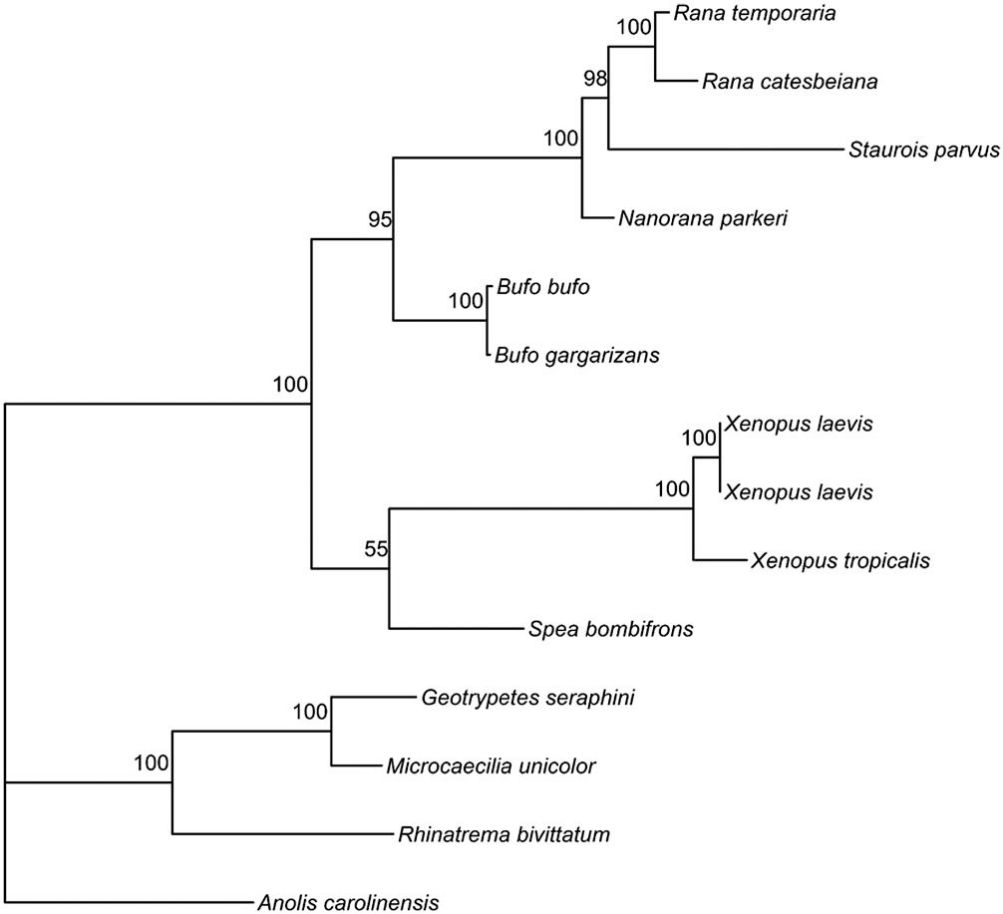
Consensus tree of the AR gene based on available cDNA sequences. Values at nodes indicate bootstrap support values.

### RNAseq and differential expression

On average, each RNAseq readset contained 89,721,414 reads, with an 81.03% (±4.44% SD) mapping to the genome. 

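RNA of whole brain, spinal cord and thigh muscle (leg muscle) from adult male S. parvus of a captive colony was sequenced in 11 libraries, 2 of brain, 4 of spinal cord and 5 of leg muscle. The paper counts 2 brains, 4 spinal cords and 5 leg muscles, so the brains come from separate frogs, and so do the spinal cords. It does not say whether the 5 leg muscles do, or which tissues share a frog. The sample labels call the libraries of each tissue, leg muscle included, biological replicates but name no frog. Read strictly, p values that involve leg muscle thus measure only the spread between samples. Spinal cord libraries 1 and 2 were sequenced on lane 2 and the other 9 on lane 1. The authors aligned the reads to their assembly with STAR 2.7 and counted them per transcript with htseq-count, and the deposited tables hold these raw counts for 23777 transcripts. Of these entries, 1432 stand for a set of transcripts that share reads, so transcripts of one gene are not independent.
Reads counted in transcripts came to 15728514 and 22686688 in the 2 brains, 12339432 to 18607450 in the spinal cords and 31242008 to 56082082 in the leg muscles. They made up 24.7% and 26.5% of all entries in the brains, 25.3% to 28.1% in the spinal cords and 41.1% to 44.5% in the leg muscles. Most of the rest lay outside annotated features, 66.4% to 70.0% in nervous tissue and 49.4% to 52.3% in leg muscle. All entries, summary lines of htseq-count included, came to 76390318 per library on average. The summary lines were left out of the analysis. In leg muscle, the 10 most abundant transcripts took 39.3% to 53.7% of the counts, against 4.55% to 7.35% in brain and spinal cord.
After filterByExpr in edgeR, which here asks for about 0.441 CPM (counts per 1e+06) in at least 2 libraries, 13923 transcripts were tested, of which 12290 have an annotated name. Counts were scaled by the trimmed mean of M-values (TMM), with factors of 1.57 to 2.09 in brain and spinal cord and 0.389 to 0.752 in leg muscle. The 3 tissues were compared in one fit by edgeR's quasi-likelihood test, and the p values were adjusted by Benjamini-Hochberg over the transcripts tested. A differentially expressed gene (DEG) here is a transcript with an adjusted p under 0.05. Levels are TMM-normalized CPM, given as mean ± SD, and SE is the standard error of a Log2FC. A Log2FC is brain over spinal cord, brain over leg muscle, or leg muscle over spinal cord, so that a negative value is higher in the tissue named last. Where a tissue took no reads of a transcript, its fold is given as a lower bound against a floor of 3 counts over the tissue, and where it took 1 to 3 reads, as a ratio with a 95% interval that covers counting error only.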

We received a total of 240 GB of data across 11 samples that show similar gene expression patterns.

The DE analysis revealed the number and identity of DEGs in each pairwise tissue comparison (Supplementary Table 1). 

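Fewer transcripts passed the test between brain and spinal cord than between either and leg muscle, and with 2 brains mostly large differences could pass. CALB2, which encodes the neuronal calcium-binding protein calretinin, was at 78.2 ± 8.52 CPM in the brain (SD, n = 2) and 3.26 ± 1.21 in the spinal cord (SD, n = 4; Log2FC = 4.58, SE 0.52, adjusted p = 0.0011 by edgeR's quasi-likelihood test). NRGN, a calmodulin-binding protein of dendrites, was at 85.2 ± 0.718 and 6.67 ± 2.18 CPM (Log2FC = 3.68, SE 0.39, adjusted p = 0.00063). In the other direction, afap1l1, which binds actin filaments, was at 14.9 ± 2.39 CPM in the brain and 73.6 ± 16.0 in the spinal cord (Log2FC = -2.31, SE 0.29, adjusted p = 0.0019). Against leg muscle, differences of this size were common. The prion-like neuronal protein sprn was at 78.5 ± 0.347 CPM in the brain and 0.120 ± 0.0779 in leg muscle. The actin-oxidizing enzyme mical2 was at 0.367 ± 0.0826 and 50.1 ± 17.5 CPM. The muscle protein atp1b4 was at 217 ± 80.8 CPM in leg muscle and 1.29 ± 0.458 in the spinal cord. LRRTM3, an adhesion protein of synapses, was at 1.11 ± 0.189 and 32.6 ± 5.77 CPM.
By edgeR's quasi-likelihood test, 166 transcripts were higher in the brain and 117 in the spinal cord. Between brain and leg muscle, 4001 were higher in the brain and 3054 in leg muscle, and between leg muscle and spinal cord, 3585 and 4160. These are 2.03%, 50.7% and 55.6% of the transcripts tested. At an unadjusted p under 0.05 the comparisons held 1924, 7939 and 8441 transcripts. The median absolute Log2FC of the DEGs was 3.34 between brain and spinal cord, 2.78 between brain and leg muscle, and 2.28 between leg muscle and spinal cord.
The brain has only 2 libraries. Its DEGs against the spinal cord, higher in brain and in spinal cord, fell to 53 and 25 without brain library 1, to 22 and 17 without brain library 2, and to 71 and 68 without spinal cord library 3. Those higher in the brain fell to 108 without spinal cord library 1 and 81 without spinal cord library 2. Those higher in leg muscle than in the brain fell to 1907 without brain library 1. With library totals alone as the scaling, the median Log2FC of all transcripts shifted by 1.86 between brain and leg muscle and by -1.85 between leg muscle and spinal cord. The counts then became 8805 and 930, and 923 and 9493. The balance between brain and spinal cord also turned on the method, with 330 and 454 by DESeq2 and 31 and 67 without the 2 spinal cord libraries of lane 2. The counts were 443 and 260 by limma-voom, 282 and 179 by edgeR with legacy = FALSE, 336 and 258 with only these 2 tissues fitted, and 76 and 50 against a fold of 2. At least 10 counts in at least 5 libraries left 104 higher in the brain, and library totals alone 73 higher in the spinal cord. Against a fold of 2, leg muscle had 1952 against the brain, and 2056 against 2757 in the spinal cord. With replicate numbers as a block, the counts for brain and spinal cord were 74 and 71 by label number and 45 and 36 by sample code number. By sample code number, leg muscle had 2201 against 2638 in the spinal cord. Neither number is said to mark a frog.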

All 3 comparisons had a total of close to 14,000 transcripts, where the comparison of the brain and spinal cord had the fewest DEGs (283 total) and the comparisons between leg muscle and the nervous system had thousands more DEGs (7,000–8,000) (Fig. 3a). 

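The transcripts C1QTNF4 and SULT4A1 were far higher in brain and spinal cord than in leg muscle. C1QTNF4, a secreted signal protein, was at 287 ± 8.70 CPM in the brain (SD, n = 2), 217 ± 32.5 in the spinal cord (SD, n = 4) and 1.27 ± 0.620 in leg muscle (SD, n = 5). SULT4A1, a brain sulfotransferase, was at 170.0 ± 12.9 CPM in the brain and 237 ± 67.5 in the spinal cord. It took 1 to 3 reads over the leg muscles, a ratio of spinal cord over leg muscle of 10751-fold (95% counting interval 2976 to 88782).
Over the 500 transcripts that differed most between each pair of libraries, the root mean square Log2FC was 4.77 ± 0.23 between brain and spinal cord (SD, n = 8 pairs), 8.75 ± 0.50 between leg muscle and spinal cord (n = 20 pairs) and 9.28 ± 0.45 between brain and leg muscle (n = 10 pairs). The value was 2.70 between the 2 brains, 3.81 ± 0.54 among spinal cords and 4.63 ± 1.11 among leg muscles. The distance from brain to leg muscle was thus 1.95 times that from brain to spinal cord. The first dimension of the multidimensional scaling held 66.2% of the spread and the second 10.8%. Pearson's r of log2 CPM across transcripts, which are not independent replicates, was 0.884 to 0.921 between brain and spinal cord. It was 0.599 to 0.670 between leg muscle and spinal cord, and 0.531 to 0.621 between brain and leg muscle. Within a tissue it was 0.961 for the brains, 0.916 to 0.963 for the spinal cords and 0.887 to 0.958 for the leg muscles. The spacing ranged from 1.88 to 2.00 times as each library was left out.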

Overall, the expression profiles of the brain and spinal cord are the closest, with leg muscle deviating from the other two (Fig. 3b). Among the top 100 DEGs (i.e. genes with the lowest FDR), we found the most divergent gene expression patterns between the nervous system and leg muscle tissues (Fig. 3c), presumably for supporting different functions within the neuromotor circuitry; for example, nervous system tissue must have the cellular machinery to send the electrical signals that coordinate movement, while muscle tissue must provide the contractile force to physically move limbs. Conversely, the brain and spinal cord have few DEGs and a more similar expression pattern, showing their similarity in structure and function, with slight differences in expression levels reflecting their specialized roles within the nervous system. However, this small group of genes could be useful in future studies that aim to help us understand the relative contributions of different neural pathways to the emergence of foot-flagging behavior. For example, from the 118 spinal cord DEGs, we might target genetic manipulations, such as loss of function, that we predict would primarily influence spinal control of foot-flagging behavior.

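Most synaptic and neuronal signaling genes were higher in the spinal cord than in leg muscle, and most sarcomere genes were lower. The transporter slc32a1, which loads inhibitory transmitters into vesicles, was at a mean of 233 CPM in the spinal cord (n = 4) and 0.0641 in leg muscle (n = 5; Log2FC = -11.71, SE 0.64, adjusted p = 1.2e-07 by edgeR's quasi-likelihood test). The vesicle fusion protein vamp2 was at 499 ± 97.2 and 16.0 ± 4.20 CPM (Log2FC = -4.96, SE 0.27, adjusted p = 1.2e-07). The neurofilament protein INA was at 181 ± 21.9 and 0.142 ± 0.129 CPM. MAG, an adhesion protein of myelin, was at 466 ± 118 and 10.1 ± 5.25 CPM. In leg muscle, RYR1, the calcium release channel of the sarcoplasmic reticulum, was at 6752 ± 1665 CPM against 25.9 ± 9.49 in the spinal cord (Log2FC = 8.02, SE 0.53, adjusted p = 3.2e-07). MYOM1, which ties myosin filaments together at the M-band, was at 1522 ± 709 and 1.02 ± 0.831 CPM (Log2FC = 10.56, SE 0.85, adjusted p = 1.2e-06).
Of 27 synaptic and neuronal signaling genes, 25 were higher in the spinal cord than in leg muscle and none was lower (25 when adjusted over the list alone; camera adjusted p = 1.8e-12, adjusted p = 0.064 with an estimated correlation). Neurofilament and axonal cytoskeleton genes were higher in the spinal cord for 13 of 14 (13 when adjusted over the list alone; camera adjusted p = 8.3e-08). The same held for 15 of 16 myelin and oligodendrocyte genes (15 when adjusted over the list alone; camera adjusted p = 9.0e-08, adjusted p = 0.053 with an estimated correlation). The astrocyte and ependymal genes were mixed, with 6 of 10 higher in the spinal cord and 2 in leg muscle (6 and 2 when adjusted over the list alone; camera adjusted p = 0.014, adjusted p = 0.077 with an estimated correlation). The glutamate transporter SLC1A3 (015220-RA) of astrocytes was at 694 ± 169.9 CPM in the spinal cord. The water channel Aqp4 was higher in leg muscle, at 124 ± 45.4 against 0.147 CPM. Sarcomere genes were higher in leg muscle for 29 of 30 (30 when adjusted over the list alone; camera adjusted p = 2.1e-14, adjusted p = 0.08 with an estimated correlation). Their median Log2FC was 8.36, or 8.32 with a member that took no reads in the spinal cord at its bound. Genes of excitation-contraction coupling and calcium handling were higher in leg muscle for 14 of 17 and lower for 2 (14 and 2 when adjusted over the list alone; camera adjusted p = 1.8e-06, adjusted p = 0.056 with an estimated correlation). Against the brain, 25 synaptic genes were higher in the brain (26 when adjusted over the list alone; camera adjusted p = 3.2e-13, adjusted p = 0.06 with an estimated correlation). In turn, 29 sarcomere genes were higher in leg muscle (29 when adjusted over the list alone; camera adjusted p = 1.7e-15, adjusted p = 0.076 with an estimated correlation).
The lists were compared with all other transcripts by camera with a preset correlation of 0.01, adjusted over the 26 lists. Of the lists here, the neurofilament list alone kept its call against the spinal cord with an estimated correlation. Some members of the HOX, forebrain and midbrain, spinal, neuropeptide, photoreceptor, pituitary, immediate early, Schwann cell, muscle and metabolism lists were taken from the paper's tables on these same libraries, so counts over those lists are not independent evidence. Sarcomere transcripts reached 0.362% and 0.365% of their leg muscle level in spinal cord libraries 1 and 2, against 0.0722% and 0.0186% in libraries 3 and 4. From the contrast between the nervous system and leg muscle, the paper proposes that the diverging expression serves their different functions, the sending of electrical signals and the making of contractile force.

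**Figure D1:**
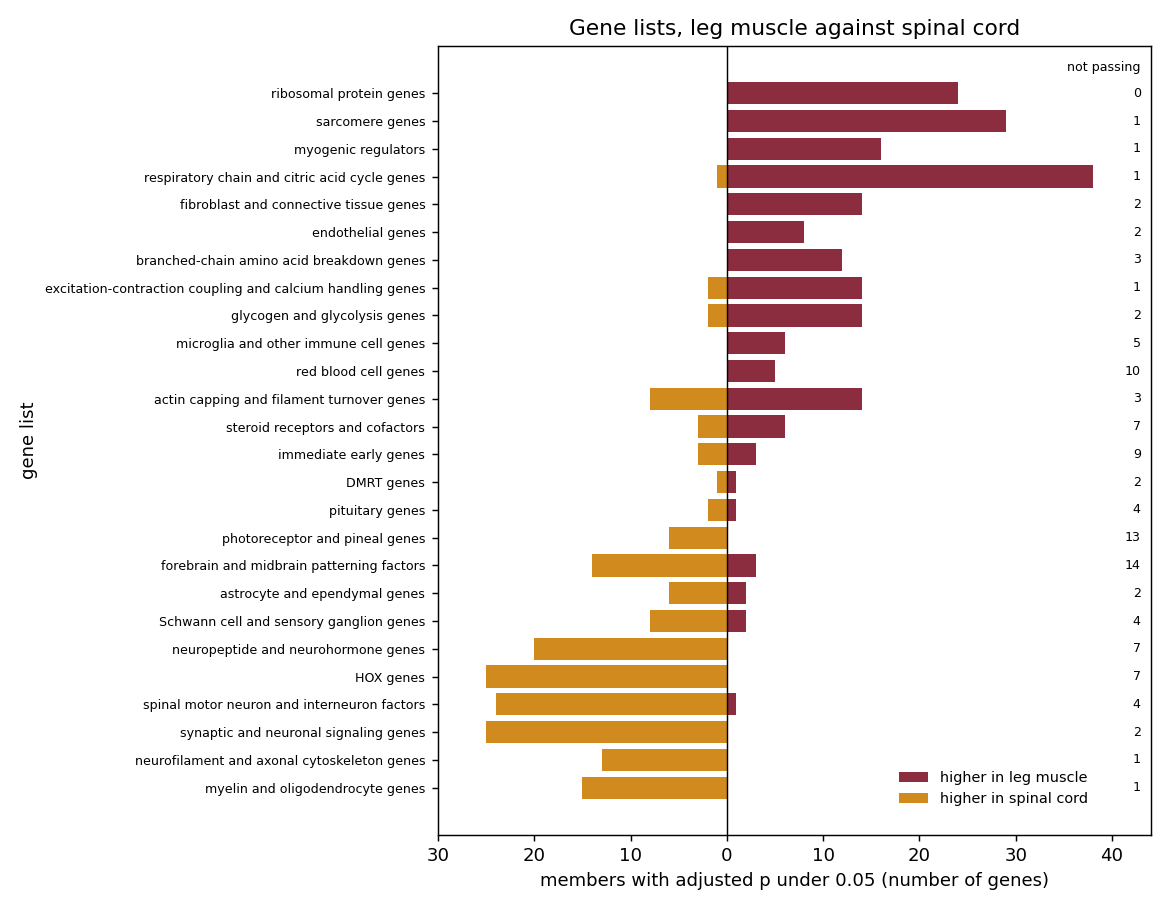
Number of members of each of 26 gene lists with an adjusted p under 0.05 that were higher in leg muscle (bars to one side) or in the spinal cord (bars to the other), with the number that did not pass at the right. Sarcomere genes (29 of 30) lie on the leg muscle side and synaptic genes (25 of 27) on the spinal cord side, and with library totals alone as the scaling the median Log2FC of the branched-chain amino acid, actin capping, red blood cell, immune cell, endothelial, immediate early and ribosomal protein lists changed sign.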

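Myelin genes as a list were higher in the spinal cord than in the brain, as were the neurofilament genes nefl and prph, while most synaptic transcripts did not differ detectably. CNP, an enzyme of myelin, was at 329.6 ± 97.4 CPM in the spinal cord (SD, n = 4) and 68.3 ± 12.3 in the brain (SD, n = 2; Log2FC = -2.27, SE 0.43, adjusted p = 0.02 by edgeR's quasi-likelihood test). HAPLN2, which links the matrix at the nodes of myelinated axons, was at 146 ± 37.4 and 28.9 ± 14.6 CPM (Log2FC = -2.33, SE 0.40, adjusted p = 0.013). The transcription factor sox10 of oligodendrocytes and Schwann cells was at 106 ± 19.1 and 32.0 ± 1.69 CPM (Log2FC = -1.73, SE 0.32, adjusted p = 0.017). The light neurofilament chain, nefl, was at 2614 ± 895 CPM in the spinal cord and 258 ± 2.02 in the brain (Log2FC = -3.34, SE 0.58, adjusted p = 0.014). Its close relative prph, an intermediate filament of motor and sensory neurons, was at 1157 ± 241 and 115 ± 15.1 CPM (Log2FC = -3.33, SE 0.73, adjusted p = 0.043). In the other direction, the kinase Camk2a of excitatory synapses was at 22.8 ± 1.59 CPM in the brain and 6.04 ± 1.31 in the spinal cord (Log2FC = 1.91, SE 0.39, adjusted p = 0.031).
Of 16 myelin and oligodendrocyte genes, 6 were higher in the spinal cord and none in the brain (9 when adjusted over the list alone; camera adjusted p = 8.0e-12). The median Log2FC was -1.62. Of 14 neurofilament and axonal cytoskeleton genes, 2 were higher in the spinal cord (2 when adjusted over the list alone; camera adjusted p = 0.0096, adjusted p = 0.11 with an estimated correlation). Of 27 synaptic genes, 2 were higher in the brain and 25 did not pass (3 when adjusted over the list alone; camera adjusted p = 0.046, adjusted p = 0.53 with an estimated correlation). None of 10 astrocyte and ependymal genes passed in either direction (camera adjusted p = 0.65). Lists of other tissues also leaned to the spinal cord, with median Log2FC of -1.58 for fibroblast, -1.25 for immune cell and -2.42 for sarcomere genes (camera adjusted p = 0.0011, 0.00022 and 3.4e-05). With an estimated correlation these 3 did not hold (adjusted p = 0.28, 0.28 and 0.29). The red blood cell list did not move (camera adjusted p = 0.83). The calls of myelin, neurofilament and synaptic genes rest on both brains. The myelin count fell to 0 without brain library 1 and 1 without brain library 2 (8 and 10 when adjusted over the list alone). The neurofilament count fell to 0 without either brain, and to 1 without leg muscle library 1 or 4 or any one spinal cord library. The synaptic count fell to 0 without brain library 1 or 2 or spinal cord library 2, 3 or 4, and to 1 without spinal cord library 1. Without the 2 spinal cord libraries of lane 2, 3 myelin genes were higher in the spinal cord. CNP, sox10 and nefl lost their calls without brain library 1 (adjusted p = 0.12, 0.14 and 0.13) or brain library 2 (0.26, 0.24 and 0.19), and with library totals alone as the scaling. HAPLN2 lost its call without brain library 1 (0.12). Camk2a and prph lost theirs without any one brain or spinal cord library (adjusted p = 0.052 to 0.26 and 0.052 to 0.33), and prph also without leg muscle library 1 (0.056) or 4 (0.051). Library totals alone ended both calls too. The calls of sox10, nefl, prph and Camk2a were lost without the lane 2 libraries, and those of CNP, sox10, HAPLN2, prph and Camk2a against a fold of 2.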

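Apart from HOX genes, the transcripts higher in the spinal cord than in the brain included factors of spinal neurons and the other transcripts given here. DBX2, a homeobox factor of interneuron progenitors, was at 7.90 ± 2.67 CPM in the spinal cord (SD, n = 4) and took no reads in the brain (n = 2), which makes it at least 184-fold higher (adjusted p = 0.0022 by edgeR's quasi-likelihood test). Pkd1l2 (012589-RA), a channel-like protein of the polycystin family, was at 34.7 ± 10.5 CPM in the spinal cord and 0.160 in the brain (Log2FC = -7.72, SE 0.67, adjusted p = 0.00027). It may share reads with its neighbors in the annotation. Gldn, which gathers sodium channels at the nodes of peripheral axons, was at 6.73 ± 2.53 and 0.0876 ± 0.00497 CPM (Log2FC = -6.19, SE 0.76, adjusted p = 0.0019). Prss23, a secreted protease, was at 30.8 ± 17.4 and 0.381 ± 0.0628 CPM (Log2FC = -6.32, SE 0.75, adjusted p = 0.0015). VAMP711, annotated as a vesicle membrane protein, was at 245 ± 96.0 and 43.8 ± 5.57 CPM (Log2FC = -2.48, SE 0.39, adjusted p = 0.008). The glycine transporter slc6a9 was at 133 ± 69.3 CPM in the spinal cord and 21.5 ± 4.08 in the brain (Log2FC = -2.63, SE 0.47, adjusted p = 0.016). ANXA6 (008570-RB,008570-RC), an annexin that binds membranes in the presence of calcium, was at 111 ± 15.6 and 15.3 ± 1.54 CPM (Log2FC = -2.85, SE 0.34, adjusted p = 0.0016). It was higher still in leg muscle, at 242 ± 68.7 CPM (SD, n = 5).
Of 29 spinal motor neuron and interneuron factors, 7 were higher in the spinal cord and 3 in the brain (13 and 4 when adjusted over the list alone; camera adjusted p = 5.0e-07). Of 14 Schwann cell and sensory ganglion genes 2 were higher in the spinal cord and none in the brain (4 and 1 when adjusted over the list alone; camera adjusted p = 0.036, adjusted p = 0.11 with an estimated correlation). Without brain library 1 or brain library 2, 1 spinal factor was higher in the spinal cord (7 and 8 when adjusted over the list alone). Those higher in the brain fell to 0 without brain library 1 or 2 or spinal cord library 3 and to 1 without spinal cord library 1 or 2. The Schwann cell count fell to 0 without brain library 2 and to 1 without brain library 1, leg muscle library 4 or any one spinal cord library, and rose to 4 without leg muscle library 5. Gldn and Prss23 lost their calls without brain library 2 (adjusted p = 0.063 and 0.053). VAMP711 and slc6a9 lost theirs without brain library 1 (0.11 and 0.13) or brain library 2 (0.12 and 0.26), and slc6a9 with library totals alone or against a fold of 2. Without the lane 2 libraries, 2 spinal factors were higher in the spinal cord and 0 in the brain.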

**Fig. 3.**
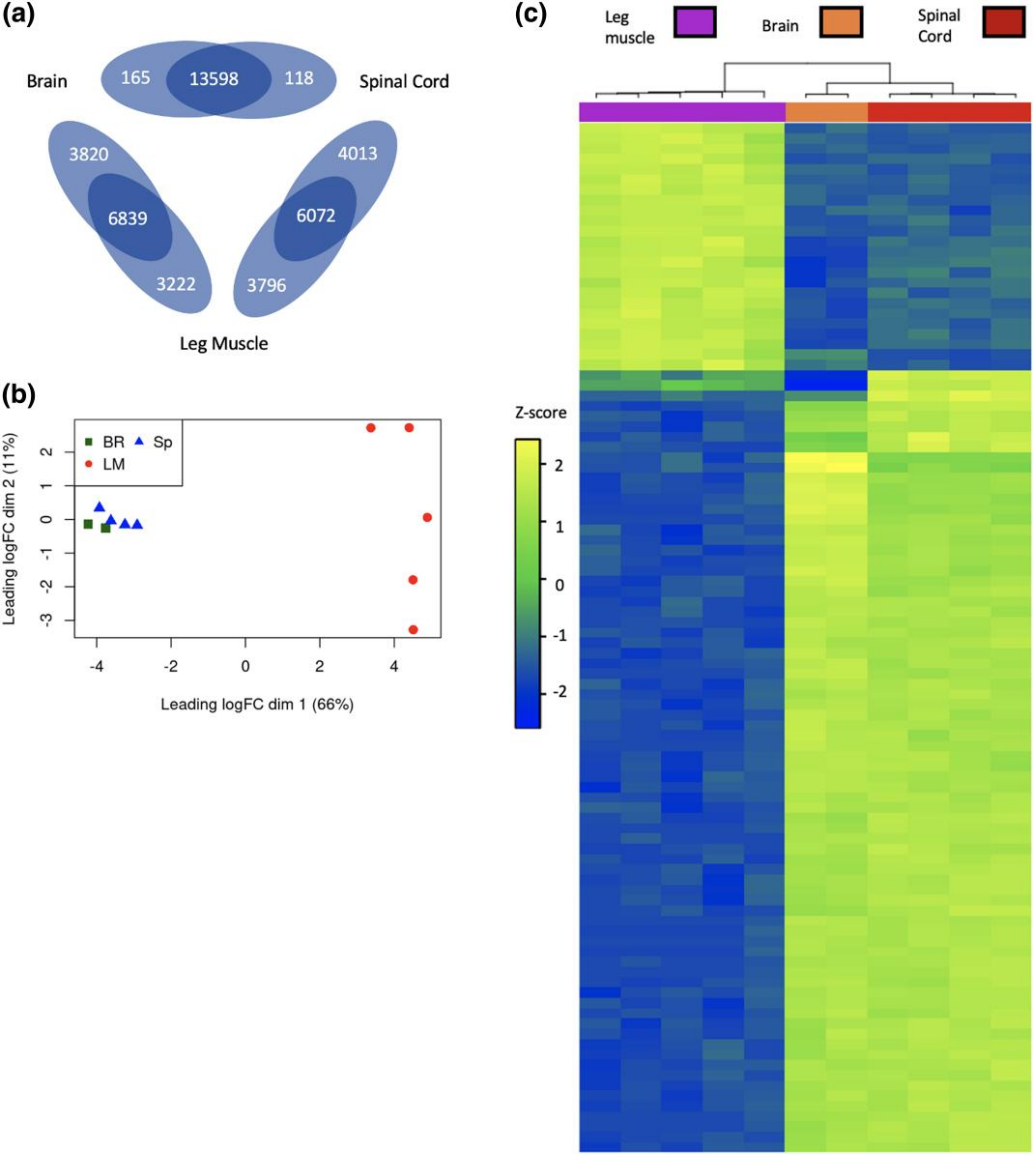
Distinctive patterns of gene expression associated with the nervous system and muscle tissue. a) Venn diagram showing the number of DEGs and genes shared in expression between tissue types in pairwise comparisons. b) Multidimensional scaling (MDS) plot comparing overall expression patterns between samples. BR, brain; LM, leg muscle; SP, spinal cord. c) Heat map of *z*-scores of the top 100 DEGs between tissue groups shows sample clustering based on tissue type. Yellow color indicates a higher expression of a gene in a sample compared with other samples while blue color indicates a lower expression. The dendrograms show the grouping of samples that show similar gene expression patterns. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article).

Next, when we analyzed the top significant DEGs between tissue types in pairwise comparisons, several notable patterns emerged (Fig. 4). First, the top DEGs between the brain and spinal cord include a group of homeobox (HOX) genes that are highly expressed in the spinal cord but are much lower in the brain, with some showing a relatively higher expression in the leg muscle as well (Fig. 4a). Additionally, there is a different set of genes that are much more expressed in the brain compared with the spinal cord and leg muscle. 

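HOX genes, which encode the transcription factors that set position along the body axis, were high in the spinal cord and at or near 0 in the brain. HOXB6 (005267-RA) was at 40.7 ± 8.08 CPM in the spinal cord (SD, n = 4) and took no reads in the brain (n = 2), which makes it at least 920.2-fold higher (adjusted p = 4.8e-05 by edgeR's quasi-likelihood test). HOXA7, also without reads in the brain, was at 29.8 ± 7.98 CPM in the spinal cord and at least 689.8-fold higher (adjusted p = 6.3e-05). Another gene of the B cluster, hoxb7-a, took 1 to 3 reads over both brains, and its ratio of spinal cord over brain was 3140.0-fold (95% counting interval 869 to 25932). The ratio was 1206-fold (95% counting interval 334 to 9961) for Hoxc9, 1936-fold (95% counting interval 662 to 9388) for HOXC8 and 971-fold (95% counting interval 332 to 4712) for Hoxb9. Genes of the head end of the clusters also reached the brain at low levels. HOXA3 was at 52.0 ± 10.9 CPM in the spinal cord and 2.57 ± 0.661 in the brain (Log2FC = -4.34, SE 0.37, adjusted p = 0.00027). The level of hoxb3a was 105 ± 11.7 and 2.44 ± 0.830 CPM (Log2FC = -5.42, SE 0.56, adjusted p = 0.00057). HOXC4 was at 483 ± 202 and 0.399 ± 0.208 CPM (Log2FC = -10.23, SE 0.93, adjusted p = 0.0003).
Of 32 HOX genes measured, 22 were higher in the spinal cord, none in the brain and 10 did not pass (31 higher when adjusted over the list alone; camera adjusted p = 6.1e-55). The median Log2FC was -8.68, or -8.55 with the genes that took no reads in the brain at their bounds. Of the camera calls between brain and spinal cord, those of the HOX, forebrain and midbrain, spinal, myelin, neuropeptide, photoreceptor, pituitary and actin capping lists held with an estimated correlation. The count fell to 14 without brain library 1 and to 12 without brain library 2 (26 and 28 when adjusted over the list alone).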

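The transcripts higher in the brain included transcription factors of the forebrain and midbrain and some neuropeptides. TBR1, a factor of projection neurons of the forebrain, was at 17.3 ± 3.55 CPM in the brain (SD, n = 2) and took no reads in the spinal cord (n = 4), which makes it at least 663-fold higher (adjusted p = 0.00037 by edgeR's quasi-likelihood test). EMX2, which patterns the dorsal forebrain, was at 26.0 ± 5.65 CPM in the brain and 0.453 ± 0.344 in the spinal cord (Log2FC = 5.84, SE 0.78, adjusted p = 0.0028). The factor lhx9 of thalamic and midbrain neurons was at 67.7 ± 11.0 and 3.16 ± 1.26 CPM (Log2FC = 4.42, SE 0.48, adjusted p = 0.0008). In leg muscle it was at 0.947 ± 0.565 CPM (SD, n = 5). Tcf7l2, a Wnt effector of the thalamus, was at 73.2 ± 17.1 CPM in the brain, 3.43 ± 1.49 in the spinal cord (Log2FC = 4.41, SE 0.42, adjusted p = 0.00036) and 14.7 ± 4.96 in leg muscle. The membrane protein TMEM158 was at 52.9 ± 19.4 and 2.82 ± 0.893 CPM in brain and spinal cord (Log2FC = 4.23, SE 0.39, adjusted p = 0.0003). Among neuropeptides, gal (galanin) was at 88.2 ± 33.9 and 1.09 ± 0.958 CPM (Log2FC = 6.33, SE 0.95, adjusted p = 0.006). QRFP, a peptide of the hypothalamus, was at 7.81 ± 2.63 and 0.0626 ± 0.0532 CPM (Log2FC = 6.77, SE 0.97, adjusted p = 0.0045). UCN and NPS, which act in stress and arousal, took 1 to 3 reads over the spinal cords, with ratios of brain over spinal cord of 213-fold (95% counting interval 37.6 to 8482) and 369.6-fold (95% counting interval 65.7 to 14663).
Of 31 forebrain and midbrain patterning factors, 24 were higher in the brain and none in the spinal cord (25 when adjusted over the list alone; camera adjusted p = 1.0e-44). Their median Log2FC was 5.76, or 5.58 with factors that took no reads in the spinal cord at their bounds. Of 27 neuropeptide and neurohormone genes, 10 were higher in the brain and 1 in the spinal cord (15 and 3 when adjusted over the list alone; camera adjusted p = 5.0e-12). Of 19 photoreceptor and pineal genes, 9 were higher in the brain as well. As their source, eye tissue dissected with the brain could not be told apart from the pineal and other photoreceptors of the brain. Against leg muscle, 29 forebrain and midbrain factors (camera adjusted p = 1.4e-14) and 26 neuropeptide genes (camera adjusted p = 7.0e-12) were higher in the brain. Without brain library 2, the counts fell to 4 factors and 0 neuropeptides (24 and 12 when adjusted over the list alone). The factors fell to 11 without brain library 1 and to 15 without spinal cord library 2 (24 and 25 when adjusted over the list alone). The photoreceptor count fell to 0 without brain library 1 or 2 or spinal cord library 2, to 3 without spinal cord library 3 and to 1 without spinal cord library 4. Without brain library 2 the calls of gal, QRFP, UCN and NPS were lost (adjusted p = 0.077, 0.077, 0.066 and 0.11). That of UCN was also lost without brain library 1 (0.073), and those of gal, QRFP and NPS without the 2 spinal cord libraries of lane 2, where the counts were 4 factors, 1 neuropeptide and 1 photoreceptor gene.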

When looking at the top DEGs between the spinal cord and leg muscle, there is a clear distinction between genes that are more expressed in one tissue than the other, with no gradient of expression levels between different tissues, meaning that these DEGs show robust differences in expression levels between the tissues (Fig. 4b).

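The transcripts with the lowest p values between spinal cord and leg muscle included genes known from neurons on one side and from muscle on the other. MMP24, a membrane metalloprotease of neurons, was at 44.9 ± 4.21 CPM in the spinal cord (SD, n = 4) and 0.999 ± 0.0979 in leg muscle (SD, n = 5; Log2FC = -5.48, SE 0.20, adjusted p = 3.7e-08 by edgeR's quasi-likelihood test). PCP4L1 was at 82.2 ± 23.7 and 0.207 ± 0.0642 CPM (Log2FC = -8.61, SE 0.32, adjusted p = 3.7e-08). The brain kinase sbk1 (009847-RA) was at 245 ± 29.1 and 0.680 ± 0.241 CPM (Log2FC = -8.48, SE 0.33, adjusted p = 3.7e-08). JPH4, which joins the membrane of neurons to their calcium stores, took 1 to 3 reads over the leg muscles, and its ratio of spinal cord over leg muscle was 3186-fold (95% counting interval 571 to 125873). The same ratio was 3965-fold (95% counting interval 711 to 156653) for Otp and 3266-fold (95% counting interval 904 to 26969) for PRDM8, both transcription factors of neurons. On the leg muscle side, ZNF106, an RNA-binding protein, was at 349 ± 88.4 CPM against 3.62 ± 0.541 in the spinal cord (Log2FC = 6.59, SE 0.31, adjusted p = 7.4e-08). The muscle splicing factor rbm24 was at 209.8 ± 45.9 and 3.64 ± 0.719 CPM (Log2FC = 5.85, SE 0.28, adjusted p = 7.7e-08). Serinc2, which builds serine into membrane lipids, was at 93.4 ± 16.8 and 2.80 ± 0.451 CPM (Log2FC = 5.06, SE 0.24, adjusted p = 7.4e-08). PDLIM5, a protein of the Z-disc, was at 220.0 ± 64.3 and 1.44 ± 0.469 CPM (Log2FC = 7.25, SE 0.38, adjusted p = 1.0e-07). The potassium channel tmem38a of the sarcoplasmic reticulum was at 719.7 ± 225 and 10.2 ± 1.41 CPM (Log2FC = 6.14, SE 0.35, adjusted p = 1.4e-07). In the brain (n = 2), the same transcripts were at 64.1 ± 8.81 CPM for MMP24, 33.4 ± 1.38 for PCP4L1, 3.61 ± 0.125 for Serinc2 and 4.40 for tmem38a.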

**Fig. 4.**
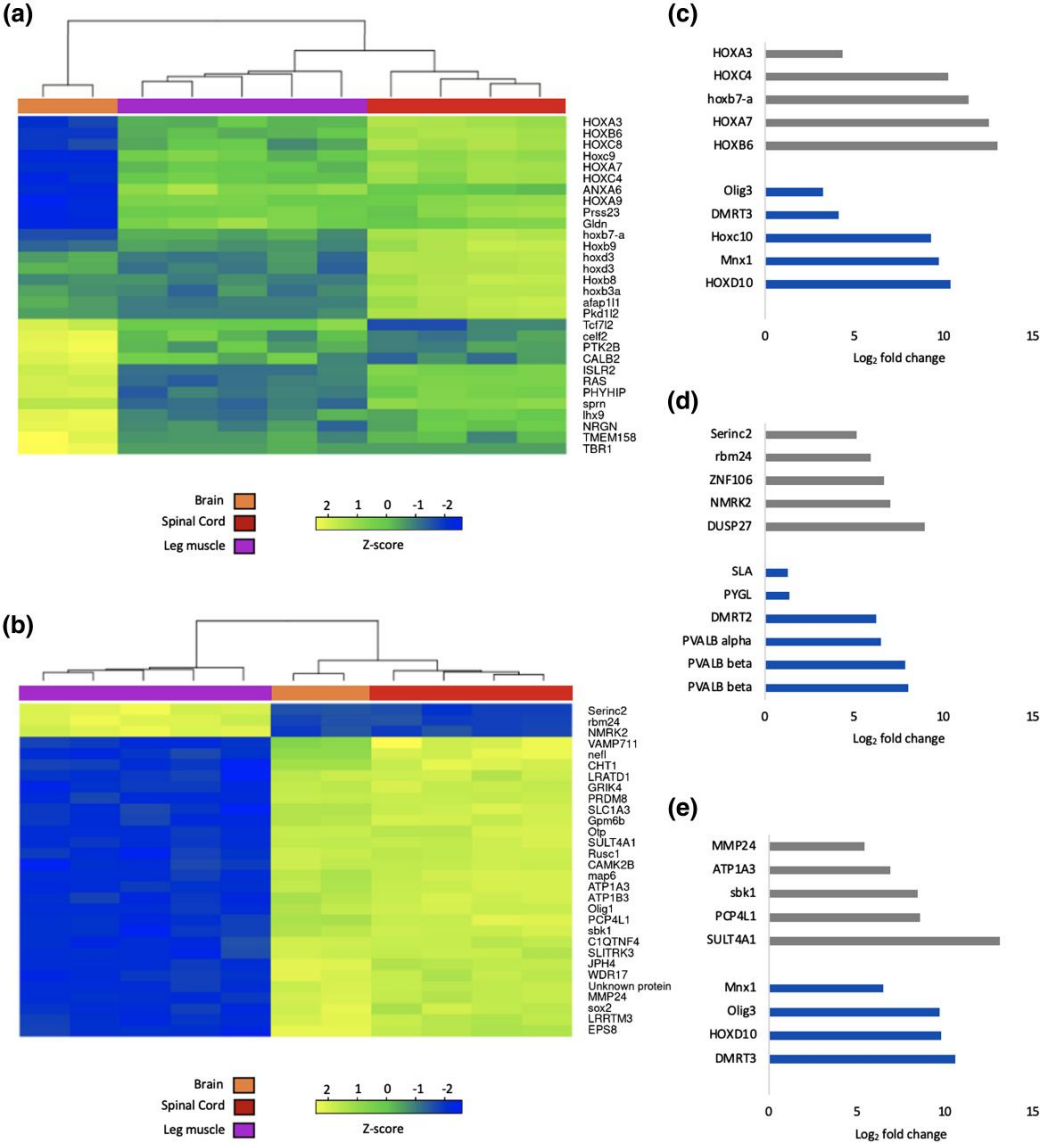
Pairwise comparisons reveal target genes that are most differentially expressed in neuromuscular tissues that control foot-flagging behavior. Heat maps depicting genes that are most differentially expressed between the (a) brain and spinal cord and (b) leg muscle and spinal cord. These heat maps highlight the top 30 genes within each comparison, while showing *z*-scores of these genes in every sample in our dataset. Tissues are shown on the *x*-axis and gene names are on the *y*-axis. Yellow color indicates a higher expression of a gene in a sample compared with other samples while blue color indicates a lower expression. The dendrograms show the grouping of samples showing similar gene expression patterns. Bar graphs compare absolute-value log2 fold changes of the top 5 genes (gray) and other genes of interest (blue) in the (c) spinal cord when compared with the brain, d) leg muscle when compared with the spinal cord, and (e) spinal cord when compared with leg muscle from the differential expression analyses. BR, brain; LM, leg muscle; SP, spinal cord. (For interpretation of the references to color in this figure legend, the reader is referred to the web version of this article).

### Gene ontology

The GO analysis helped categorize the DEGs, identify GO terms that were significantly enriched within each tissue, and pull out terms that could be related to the structure and function of hind limb motor circuitry in *S. parvus* (Supplementary Tables 2 and 3). 

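Most of the spinal motor neuron and interneuron factors measured were higher in the adult spinal cord than in leg muscle. The factor pax8 of inhibitory interneurons was at 36.0 ± 2.08 CPM in the spinal cord (SD, n = 4) and 0.0888 ± 0.0852 in leg muscle (SD, n = 5; Log2FC = -8.49, SE 0.50, adjusted p = 1.6e-07 by edgeR's quasi-likelihood test). Olig3, a factor of dorsal interneurons, was at 22.2 ± 2.20 CPM in the spinal cord and took 1 to 3 reads over the leg muscles, a ratio of 1026-fold (95% counting interval 284 to 8475). CHT1, annotated as the choline transporter of cholinergic neurons, was at 101 ± 31.0 and 0.108 ± 0.0764 CPM (Log2FC = -9.71, SE 0.46, adjusted p = 7.5e-08). ISL1, a factor of motor and sensory neurons, had a Log2FC of -4.09 (SE 0.38, adjusted p = 3.3e-06). The peptide CARTPT was at 106 ± 36.5 CPM in the spinal cord, a ratio of 4893-fold (95% counting interval 1354 to 40411). The kinase CAMK2B of synapses was at 119.7 ± 14.4 and 0.390 ± 0.218 CPM (Log2FC = -8.21, SE 0.40, adjusted p = 7.7e-08). Of 29 spinal motor neuron and interneuron factors, 24 were higher in the spinal cord than in leg muscle, 1 was lower and 4 did not pass (24 and 1 when adjusted over the list alone; camera adjusted p = 1.1e-09). Their median Log2FC was -6.52, or -6.41 with factors that took no reads in leg muscle at their bounds. Of 27 neuropeptide and neurohormone genes, 20 were higher in the spinal cord and none in leg muscle (21 when adjusted over the list alone; camera adjusted p = 7.0e-07, adjusted p = 0.064 with an estimated correlation). Of the camera calls between leg muscle and spinal cord, those of the spinal, neurofilament and myogenic lists held with an estimated correlation.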

Overall, the GO terms of interest for the spinal cord were related to spinal cord development and morphology, neuronal signaling, cell fate specification, and transcriptional processes. The GO terms of interest for leg muscle were related to muscle development, muscle contraction, metabolic processes, and motor actin dynamics. 

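Leg muscle held most transcripts of muscle identity, contraction and glycogen use at higher levels than the spinal cord, and those of mitochondrial energy supply only under TMM or like scaling. MEF2C, a factor that drives muscle genes, was at 577 ± 198 CPM in leg muscle (SD, n = 5) and 5.45 ± 0.607 in the spinal cord (SD, n = 4; Log2FC = 6.72, SE 0.38, adjusted p = 1.3e-07 by edgeR's quasi-likelihood test). An entry named MYBPC2, the fast myosin-binding protein C, was at 821 ± 277 and 2.67 ± 0.735 CPM (Log2FC = 8.26, SE 0.44, adjusted p = 1.0e-07). Another entry of that name, Mybpc2 (006125-RA), was far more abundant, with up to 1.32% of the counts of a library. The myosin chaperone unc45b was at 349.8 ± 50.5 and 0.841 ± 0.693 CPM (Log2FC = 8.71, SE 0.72, adjusted p = 1.5e-06). The acetylcholine receptor subunit chrna1-a of the neuromuscular junction was at 28.9 ± 7.69 CPM. It took no reads in the spinal cord, which makes it at least 1099-fold higher (adjusted p = 3.1e-07). PFKM, the muscle enzyme that commits sugar to glycolysis, was at 16150.5 ± 5496 and 204 ± 31.5 CPM (Log2FC = 6.31, SE 0.44, adjusted p = 5.0e-07). The glycogen synthase Gys1 was at 1311 ± 607 and 87.3 ± 6.49 CPM (Log2FC = 3.91, SE 0.36, adjusted p = 3.7e-06). In mitochondria, NDUFS8 of respiratory complex I was at 439 ± 131 and 63.2 ± 21.5 CPM (Log2FC = 2.79, SE 0.32, adjusted p = 1.8e-05). DLST of the citric acid cycle was at 561 ± 116 and 112 ± 7.28 CPM (Log2FC = 2.33, SE 0.23, adjusted p = 5.2e-06). Actin regulators split by tissue. Tmod4, which caps thin filaments, was at 831 ± 354 CPM in leg muscle and 2.52 ± 0.977 in the spinal cord (Log2FC = 8.37, SE 0.55, adjusted p = 3.2e-07). The spectrin SPTAN1 was at 196 ± 67.8 and 3250.0 ± 262 CPM (Log2FC = -4.05, SE 0.37, adjusted p = 3.1e-06). The paper's supplement lists Sptan1 among the leg muscle DEGs, under actin filament capping. The values here are of the most abundant entry of that name.
Of 17 myogenic regulators, 16 were higher in leg muscle than in the spinal cord and none was lower (16 when adjusted over the list alone; camera adjusted p = 2.1e-09). Of 18 glycogen and glycolysis genes, 14 were higher and 2 lower (14 and 2 when adjusted over the list alone; camera adjusted p = 1.4e-05, adjusted p = 0.1 with an estimated correlation). Of 40 respiratory chain and citric acid cycle genes, 38 were higher and 1 lower (38 and 1 when adjusted over the list alone; camera adjusted p = 2.0e-10, adjusted p = 0.31 with an estimated correlation). Their median Log2FC was 2.15. With library totals alone as the scaling it was 0.19, with 5 higher and 5 lower, so this difference rests on the scaling. The glycogen genes were then 11 higher and 4 lower. Of 15 branched-chain amino acid breakdown genes, 12 were higher and none was lower (12 when adjusted over the list alone; camera adjusted p = 0.0008, adjusted p = 0.34 with an estimated correlation). Their median Log2FC of 1.27 turned to -0.68 under that scaling, with 0 higher and 8 lower. Of 25 actin capping and filament turnover genes, 14 were higher and 8 lower (15 and 9 when adjusted over the list alone; camera adjusted p = 0.08). Their median of 1.26 turned to -0.58 under that scaling, with 8 higher and 10 lower. The Log2FC of NDUFS8 was then 0.82 and that of Gys1 1.93, and the call of DLST was lost.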

Then, the genes within these terms became of interest for future study (Supplementary Table 4).

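The HOX clusters were expressed in the spinal cord and, in part, in leg muscle. The 7 HOX genes that did not differ detectably between these tissues, HOXA9 among them, are of the A and C clusters. HOXA9 was at 7.81 ± 2.44 CPM in leg muscle (SD, n = 5) and 13.8 ± 5.83 in the spinal cord (SD, n = 4; Log2FC = -0.82, SE 0.41, adjusted p = 0.11 by edgeR's quasi-likelihood test), a difference that did not pass. Hoxc9 was lower in leg muscle, at 10.1 ± 6.18 against 34.5 ± 9.69 CPM (Log2FC = -1.77, SE 0.41, adjusted p = 0.0033). HOXC4 was at 59.3 ± 31.0 CPM in leg muscle (Log2FC = -3.03, SE 0.44, adjusted p = 0.00012). B cluster genes were at most at 2.89 CPM in leg muscle. The level of hoxb3a was 1.30 ± 0.640 CPM there (Log2FC = -6.34, SE 0.39, adjusted p = 2.0e-07). Hoxb8, with 1 to 3 reads over the leg muscles, had a ratio of spinal cord over leg muscle of 1958-fold (95% counting interval 669.7 to 9496). Of the 32 HOX genes measured, 25 were higher in the spinal cord than in leg muscle and none was lower (26 when adjusted over the list alone; camera adjusted p = 2.5e-07, adjusted p = 0.064 with an estimated correlation). Without spinal cord library 1 the count rose to 27 (29 when adjusted over the list alone), so which genes did not differ depends in part on that library. Against the brain, 16 HOX genes were higher in leg muscle and 2 in the brain (16 and 2 when adjusted over the list alone; camera adjusted p = 0.00073, adjusted p = 0.17 with an estimated correlation). One of the latter, hoxd3 (002807-RA), had a Log2FC of 2.42 (adjusted p = 0.0041). The other, hoxd3 (006233-RA), had a Log2FC of 1.46 (adjusted p = 0.012), and its call was lost without brain library 1 (0.15), against a fold of 2 and with only the 2 tissues fitted. Without leg muscle library 3, 4 were higher in the brain, and with library totals alone 7, at a median Log2FC of -2.51. The median Log2FC was -4.22 between leg muscle and spinal cord, or -3.99 with genes without reads in a tissue at their bounds. Between brain and leg muscle it was -3.98, or -3.10 with bounds.

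**Figure D2:**
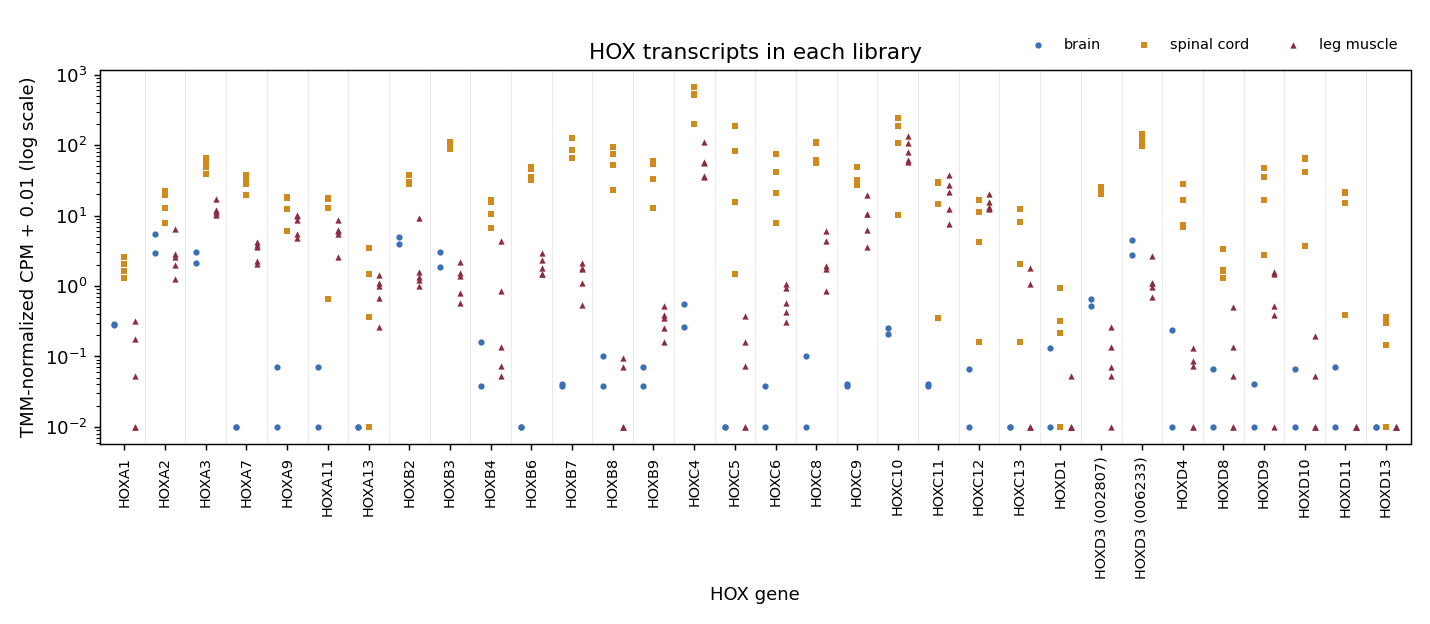
TMM-normalized CPM plus 0.01, on a log scale, of each of the 32 HOX genes measured, 1 point per library, for brain (circles, 2 libraries), spinal cord (squares, 4) and leg muscle (triangles, 5). Most genes stand highest in the spinal cord and at the bottom of the axis in the brain, and in spinal cord library 1 the genes of paralog groups 10 to 13 lie below the other spinal cords (median log2 ratio -4.66).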

Again, many of the key genes that emerged in our analysis were HOX genes (Fig. 4a and 4c), which are expressed primarily in the spinal cord. HOXC10 (Fig. 4c: abs(Log2FC) = 9.27) and HOXD10 (Fig. 4c: abs(Log2FC) = 10.4) in particular have previously been found to be important for lumbar spinal cord development and motor neuron organization and patterning in mice (Choe *et al*. 2006; Wu *et al*. 2008; Mallo *et al*. 2010). These two genes are also expressed into adulthood in *Xenopus* frogs (Kondo *et al*. 2017). 

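Both genes were high in the spinal cord against the brain, and only one of them in leg muscle. Hoxc10 was at 137 ± 100.2 CPM in the spinal cord (SD, n = 4), 88.6 ± 32.9 in leg muscle (SD, n = 5) and 0.220 ± 0.0331 in the brain (SD, n = 2). Its Log2FC between brain and spinal cord was -9.26 (SE 1.32, adjusted p = 0.0045 by edgeR's quasi-likelihood test). Between brain and leg muscle it was -8.63 (SE 1.28, adjusted p = 0.00018). Leg muscle and spinal cord did not differ detectably (Log2FC = -0.63, SE 0.61, adjusted p = 0.4). HOXD10 was at 43.9 ± 28.9 CPM in the spinal cord and 0.0450 ± 0.0792 in leg muscle (Log2FC = -9.82, SE 1.06, adjusted p = 1.1e-05). It took 1 to 3 reads over both brains, a ratio of spinal cord over brain of 1594-fold (95% counting interval 441 to 13162) (adjusted p = 0.0074). By library, the 4 spinal cords held 10.3, 109.0, 240.4 and 188.0 CPM of Hoxc10, and 3.67, 42.4, 66.7 and 62.8 CPM of HOXD10, so spinal cord library 1 stood lowest for both. Between brain and spinal cord, the calls of Hoxc10 and HOXD10 were lost without brain library 1 (adjusted p = 0.077 and 0.1) or brain library 2 (0.12 and 0.11), and with limma-voom in place of edgeR (0.068 and 0.12).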

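Mnx1, a homeobox factor of motor neurons, was at 4.23 ± 1.64 CPM in the spinal cord (SD, n = 4), with 6.12, 5.08, 2.97 and 2.75 CPM in the 4 libraries. It took no reads in the brain (n = 2), which makes it at least 92.5-fold higher in the spinal cord (adjusted p = 0.014 from edgeR's quasi-likelihood test). In leg muscle (n = 5), leg muscle library 5 alone held reads of it, at a mean over the libraries of 0.0337 CPM (Log2FC = -6.53, SE 0.90, adjusted p = 0.00012). The brain and leg muscle could not be told apart at these levels (adjusted p = 0.15). The call between brain and spinal cord was lost without brain library 1 (adjusted p = 0.12), without brain library 2 (0.17) and without the 2 spinal cord libraries of lane 2 (0.081).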

Another HOX gene that was among the spinal cord DEGs was motor neuron and pancreas homeobox 1 (Mnx1, also known as homeobox HB9; Fig. 4c: abs(Log2FC) = 9.72). Knockouts and mutations of Mnx1 have led to impairments of motor axon projections, abnormal organization of spinal cells and motor neuron migration, and disorganized expression of interneuron and motor neuron marker genes in mice (Arber *et al*. 1999; Thaler *et al*. 1999). Future studies may manipulate the expression of these genes and observe their effects on the foot-flagging performance in *S. parvus* males (e.g. rate, speed, and path of the foot) or the morphology of the motor neurons that control hind limb movement in *S. parvus* and other foot-flagging frogs.

As prior studies have identified AR gene expression as a marker of divergence between foot-flagging and non–foot-flagging frog species, we first looked to see if this gene was included in our results. 

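Genes of steroid hormone signaling that differed between tissues went in different directions. Fhl2, a transcriptional coactivator in muscle, was at 94.0 ± 38.6 CPM in leg muscle (SD, n = 5) and lower in the spinal cord (n = 4; Log2FC = 5.95, SE 0.49, adjusted p = 1.3e-06 by edgeR's quasi-likelihood test). HSP90AA1, a chaperone of steroid receptors, was at 1098 ± 665 and 3.30 ± 5.77 CPM (Log2FC = 8.38, SE 1.58, adjusted p = 0.00081). The chaperone HSP90AB1 of the same list was abundant, with 0.384% of the counts on average over the 11 libraries (at most 0.697%). CYP19A1, the aromatase that makes estrogen, was higher in the brain than in leg muscle (adjusted p = 0.00051). Of 16 steroid receptor and cofactor genes, 6 were higher in leg muscle and 3 in the spinal cord (6 and 3 when adjusted over the list alone; camera adjusted p = 0.29). Their median Log2FC was -0.20 and their mean 0.72, and camera pointed to leg muscle. Against the brain, 5 were higher in leg muscle and 4 in the brain (5 and 4 when adjusted over the list alone; camera adjusted p = 0.18). Their median of -0.53 turned to 1.38 with library totals alone as the scaling, with 2 higher in leg muscle and 9 in the brain. Against the spinal cord the counts were then 2 and 9 too. Those higher in the brain fell to 2 without brain library 1. None of the list differed between brain and spinal cord by edgeR, also when adjusted over the list alone.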

We did not find androgen signaling molecules among our significantly enriched GO terms, and AR was not differentially expressed across any of the tissues examined in this study. These results might be expected based on our prior qPCR study showing that *S. parvus* has similar AR expression levels in its hind limb musculature, spinal cord, and brain (Mangiamele *et al*. 2016). Yet, the AR itself is a transcription factor with many downstream genes whose expression depends not only on AR expression but also several cofactors (Schuppe and Fuxjager 2019). For example, SRC1 is a cofactor that upregulates AR activity. The SRC-like adaptor [SLA; Fig. 3d: abs(Log2FC) = 1.30], which contains the same SH domains as SRC1, was one of our DEGs; however, it is not clear whether it interacts with AR in the same way. In addition, previous work in birds has shown that androgen-regulated genes are highly expressed in muscle tissues that are used for the super-fast wing snap courtship displays of male golden-collared manakins (*Manacus vitellinus*) (Fuxjager *et al*. 2012, 2016). 

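SLA, an adaptor protein of immune and other cells, was at 13.5 ± 6.62 CPM in leg muscle (SD, n = 5), 3.05 ± 1.01 in the spinal cord (SD, n = 4) and 1.44 ± 0.660 in the brain (SD, n = 2). Its Log2FC was 2.14 between leg muscle and spinal cord (SE 0.42, adjusted p = 0.0011 from edgeR's quasi-likelihood test). It was -3.22 between brain and leg muscle (SE 0.60, adjusted p = 0.00087). Brain and spinal cord did not differ detectably (Log2FC = -1.08, SE 0.54, adjusted p = 0.41). Among cofactors of steroid receptors, NCOA4 was higher in leg muscle, at 236 ± 61.5 against 65.8 ± 5.46 CPM in the spinal cord (Log2FC = 1.84, SE 0.24, adjusted p = 5.0e-05). FKBP4 was lower (Log2FC = -1.33, SE 0.26, adjusted p = 0.00092). No annotated name matched SRC1 (NCOA1). With library totals alone as the scaling, SLA had a Log2FC of 0.40 between leg muscle and spinal cord and neither it nor NCOA4 passed, nor did SLA between brain and leg muscle. FKBP4 did not pass against a fold of 2.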

Although those genes were not in the top 100 most DEGs in our analysis, some of the androgen-regulated genes identified in Fuxjager *et al*. 2016 are also among *S. parvus*’ leg muscle DEGs. 

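Transcripts of parvalbumin, the protein that takes up calcium as a fast muscle relaxes, were among the most abundant of leg muscle. The alpha form was at 45012 ± 14633 CPM in leg muscle (SD, n = 5), 530.4 ± 203 in the spinal cord (SD, n = 4) and 80.7 ± 55.4 in the brain (SD, n = 2). The more abundant of the beta forms was at 64956 ± 24765, 259.6 ± 256 and 34.2 ± 45.4 CPM in the same order. The other beta form was at 631 ± 338 CPM in leg muscle and 2.82 ± 1.80 in the spinal cord, and leg muscle library 5 held the least of it. By edgeR's quasi-likelihood test, the Log2FC between leg muscle and spinal cord was 6.41 for the alpha form (SE 0.63, adjusted p = 5.6e-06). It was 7.81 for the less abundant beta form (SE 0.96, adjusted p = 3.1e-05) and 7.97 for the more abundant one (SE 1.37, adjusted p = 0.00044). Against the brain the alpha, less abundant and more abundant beta forms had a Log2FC of -9.12, -10.29 and -10.89 (adjusted p = 1.6e-05, 0.00015 and 0.0014). Brain and spinal cord did not differ detectably (adjusted p = 0.084, 0.32 and 0.41). The beta forms are neighbors in the annotation and may share reads. Over abundant calcium handling transcripts, these parvalbumins included, the spinal cord libraries held a median of 0.0608% to 0.697% of the leg muscle level.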

One such gene is parvalbumin (PVALB), which is involved in calcium signaling that allows for fast muscle relaxation [Fuxjager *et al*. 2012; Fig. 4d: PVALB alpha abs(Log2FC) = 6.47, PVALB beta type 1 abs(Log2FC) = 7.87, PVALB beta type 2 abs(Log2FC) = 8.03]. 

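The enzyme that frees glucose units from glycogen has a liver form (Pygl), a brain form (PYGB) and a muscle form, and the forms parted between the tissues. Pygl was at 96.1 ± 62.8 CPM in leg muscle (SD, n = 5), 38.4 ± 13.4 in the spinal cord (SD, n = 4) and 17.0 ± 4.19 in the brain (SD, n = 2). PYGB went the other way, at 30.5 ± 7.86 CPM in leg muscle and 1254 ± 224 in the spinal cord (Log2FC = -5.36, SE 0.30, adjusted p = 1.2e-07). No annotated name matched the muscle form, PYGM. For Pygl, edgeR's quasi-likelihood test gave a Log2FC of 1.32 between leg muscle and spinal cord (SE 0.45, adjusted p = 0.025). It was -2.50 between brain and leg muscle (SE 0.63, adjusted p = 0.006). Between brain and spinal cord it did not pass (Log2FC = -1.18, SE 0.59, adjusted p = 0.41). The call against the spinal cord was lost without leg muscle library 5 (Log2FC = 0.89, adjusted p = 0.054) and without spinal cord library 1 (adjusted p = 0.053). The call against the brain was lost without brain library 1 (adjusted p = 0.056). With library totals alone as the scaling its Log2FC between leg muscle and spinal cord changed sign, to -0.33, and its call against the brain was lost. The call against the spinal cord was also lost against a fold of 2 and without the 2 spinal cord libraries of lane 2.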

Another gene is glycogen phosphorylase (PYGL; Fig. 4d: abs(Log2FC) = 1.364), which is important for glucose synthesis from glycogen breakdown in muscle tissue (Newgard *et al*. 1989). These androgen-regulated genes, which appear to be highly expressed in the muscles of both manakins and foot-flagging frogs, may indicate that athletic courtship displays are driven by common downstream AR-regulated transcriptional changes in the neuromuscular system.

Doublesex and mab-3-related transcription factor (DMRT) genes have previously been studied for their role in sex differentiation and gonadal development, with diverse functions in other tissues (Hong *et al*. 2007; Picard *et al*. 2015). In *S. parvus*, we found that DMRT2 (Fig. 4d; abs(Log2FC) = 6.22) was differentially expressed in the leg muscle and DMRT3 (Fig. 4e; abs(Log2FC) = 10.6) in the spinal cord. 

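Of the 4 DMRT genes measured, DMRT2 was highest in leg muscle, DMRT3 in the spinal cord, and dmrta2 and DMRTA1 in the brain. DMRT2 was at 7.26 ± 2.12 CPM in leg muscle (SD, n = 5) and 0.0989 ± 0.0913 in the spinal cord (SD, n = 4; Log2FC = 6.14, SE 0.74, adjusted p = 2.6e-05 by edgeR's quasi-likelihood test). Its range was 4.59 to 10.1 CPM over the leg muscles. Against the brain its Log2FC was -3.76 (SE 0.85, adjusted p = 0.0031). DMRT3 was at 7.72 ± 1.02 CPM in the spinal cord, with 6.51 to 8.57 CPM in its libraries. It took no reads in leg muscle, which makes it at least 234-fold higher (adjusted p = 3.5e-06). It was at 0.447 ± 0.160 CPM in the brain (SD, n = 2; Log2FC = -4.09, SE 0.54, adjusted p = 0.012). The factor dmrta2 of the dorsal forebrain was at 6.56 ± 2.49 CPM in the brain and 0.0735 ± 0.123 in the spinal cord (Log2FC = 6.33, SE 1.09, adjusted p = 0.013). Its relative DMRTA1 had a ratio of brain over spinal cord of 107-fold (95% counting interval 29.1 to 896) (adjusted p = 0.057). Of the 4 genes, 1 was higher in leg muscle and 1 in the spinal cord (1 and 1 when adjusted over the list alone). Against the spinal cord 1 was higher in the brain and 1 lower (3 and 1 when adjusted over the list alone; camera adjusted p = 0.036, adjusted p = 0.29 with an estimated correlation), and 2 were higher without leg muscle library 3 or 5. Between brain and leg muscle 3 were higher in the brain and 1 in leg muscle (3 and 1 when adjusted over the list alone). Between brain and spinal cord, the calls of DMRT3 and dmrta2 were lost without brain library 1 (adjusted p = 0.12 and 0.062) or brain library 2 (0.12 and 0.15), and without the 2 spinal cord libraries of lane 2 (0.097 and 0.093). The call of DMRT2 against the brain was lost with library totals alone as the scaling.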

DMRT2 has been shown to be important for skeletal muscle development and axial patterning in other vertebrate species (Seo *et al*. 2006; Seo 2007; Sato *et al*. 2010). DMRT3 has been studied for its role in the diversity of gait in horse species (Andersson *et al*. 2012). DMRT3 is expressed in the interneurons of networks important for limb locomotion and coordination, and inhibiting this gene resulted in abnormal gait and locomotor ability in mice (Perry *et al*. 2019; Vieillard *et al*. 2023). Based on this knowledge, perhaps both DMRT2 and DMRT3 have roles in the development of the neuromuscular system in *S. parvus* and their functions can be further studied by comparing the two sexes in *S. parvus* or seeing the effect that a loss of function of these genes could have on the development of the spinal motor circuit that contributes to foot flagging.

### Future directions

The foot-flagging frog, *S. parvus*, is an emerging model organism for studying the evolution of sexual display behaviors, especially those involving novel or impressive motor abilities. The de novo genome we present in this report will help us identify genes of interest that could be related to neuromotor system development or hind limb muscle performance, thus giving us direction for future experiments in manipulating such genes to understand their mechanistic role in foot flagging. We will also be able to use the genome as a resource for comparative genomics to understand in detail the genetic evolution between foot-flagging species and non–foot-flagging species, thereby identifying potential targets for selection on motor skills for sexual display. Future differential expression analyses will also help us identify patterns of gene expression associated with differences in motor behaviors and foot-flagging performance between sexes and between frog species (both foot flagging and non-foot flagging) and due to the effects of hormone treatments. The building of genetic knowledge on *S. parvus* is an exciting next step for further understanding the evolution of unique signaling behaviors.

## Supplementary Material

jkad193_Supplementary_Data

## Data Availability

All read data, de novo transcriptome assemblies, our de novo genome assembly, and our annotations are archived with the European Nucleotide Archive (accession number PRJEB40591; https://www.ebi.ac.uk/ena/browser/view/PRJEB40591). Code for assemblies, annotation, gene counts, and all subsequent analyses are available on GitHub (https://github.com/AdamStuckert/Footloose_genome). Raw RNASeq data from the *S. parvus* brain, spinal cord, and leg muscle tissue samples, along with a FASTA file of the assembled sequences, have been deposited in NCBI's Gene Expression Omnibus (Edgar *et al*. 2002) and are accessible through GEO Series accession number GSE232203 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE232203). Supplementary Video 1 contains a video of the foot-flagging display. Supplementary Table 1 contains raw results from the differential expression analyses. Supplementary Table 2 contains raw results from gene ontology overrepresentation analyses. Supplementary Table 3 contains select gene ontology terms of interest. Supplementary Table 4 contains genes of interest and their corresponding gene ontology terms. Supplementary Fig. 1 contains the consensus tree of the androgen receptor gene based on available predicted protein sequences. Note that the *S. parvus*-predicted protein is not full length. Supplemental material available at G3 online.

# Supplementary material for: Genome assembly of the foot-flagging frog, Staurois parvus: a resource for understanding mechanisms of behavior
**Source:** G3 (Bethesda). 2023 Aug 25;13(10):jkad193. doi: 10.1093/g3journal/jkad193
**Supplement:** jkad193_Supplementary_Data

Supplementary Table S3. Gene ontology (GO) biological process overrepresentation test results. GO terms of interest pulled from spinal cord and leg muscle DEGs.

Spinal Cord	FDR	Leg Muscle	FDR (vs brain)	FDR (vs spinal cord)
spinal cord motor neuron cell fate specification (GO:0021520)	2.09E-02	skeletal muscle tissue development (GO:0007519)	2.36E-02	8.55E-03
postsynaptic intermediate filament cytoskeleton organization (GO:0099185)	3.26E-02	branched-chain amino acid metabolic process (GO:0009081)	4.30E-02	3.38E-02
spinal cord motor neuron differentiation (GO:0021522)	4.61E-02	regulation of actin filament depolymerization (GO:0030834)	4.78E-04	2.56E-03
embryonic skeletal system morphogenesis (GO:0048704)	1.15E-02	striated muscle cell differentiation (GO:0051146)	1.57E-02	2.74E-04
embryonic skeletal system development (GO:0048706)	1.91E-02	ATP metabolic process (GO:0046034)	1.33E-04	2.73E-03
skeletal system morphogenesis (GO:0048705)	2.05E-02	actin filament capping (GO:0051693)	3.46E-04	1.66E-03
anterior/posterior pattern specification (GO:0009952)	2.12E-03	negative regulation of actin filament polymerization (GO:0030837)	1.23E-03	5.40E-03
pattern specification process (GO:0007389)	1.60E-02	cellular calcium ion homeostasis (GO:0006874)	3.50E-02	--
regulation of transcription by RNA polymerase II (GO:0006357)	3.47E-11	aerobic respiration (GO:0009060)	3.25E-02	4.12E-04

# Supplementary material for: Genome assembly of the foot-flagging frog, Staurois parvus: a resource for understanding mechanisms of behavior
**Source:** G3 (Bethesda). 2023 Aug 25;13(10):jkad193. doi: 10.1093/g3journal/jkad193
**Supplement:** jkad193_Supplementary_Data

Supplementary Table S4. GO terms of interest from the overrepresentation test and a manual search, and the DEGs (FDR<0.05) within them. Bold gene names are transcription factors.

* Terms that were manually searched for and not from the overrepresentation test

Spinal Cord	GO term	Genes	
	hormone binding*	GNRHR2	Gonadotropin-releasing hormone receptor 2 (pseudogene)
	developmental process involved in reproduction, sex differentiation*	**DMRT3**<br>**KANK1**	Doublesex and mab-3 related transcription factor 3<br>KN motif and ankyrin repeat domains 1
	spinal cord motor neuron cell fate specification/differentiation	**Mnx1**<br>**Olig3**	Motor neuron and pancreas homeobox 1<br>Oligodendrocyte transcription factor 3
	postsynaptic intermediate filament cytoskeleton organization	Nefl	Neurofilament light polypeptide
	(embryonic) skeletal system morphogenesis/development	**HOXD9**<br>**HOXA3**<br>mab21l2<br>**HOXA9**	Homeobox D9<br>Homeobox A3<br>Protein mab-21-like 2<br>Homeobox A9
	anterior/posterior pattern specification	**HOXD9**<br>**HOXA3**<br>**HOXC6**<br>**HOXA9**<br>**HOXA7**	Homeobox D9<br>Homeobox A3<br>Homeobox C6<br>Homeobox A9<br>Homeobox A7
	regulation of transcription by RNA polymerase II (not in categories above)	**HOXC4**<br>**HOXB9**<br>**WT1**<br>**Pax8**<br>**HOXC8**<br>**HOXC10**<br>**HOXB8**<br>**HOXD3**<br>**HOXC9**<br>**HOXC5**<br>**HOXC12**<br>**DBX2**<br>**Sox10**<br>**HOXD10**	Homeobox C4<br>Homeobox B9<br>Wilms tumor protein homolog<br>Paired box protein Pax-8<br>Homeobox C8<br>Homeobox C10<br>Homeobox B8<br>Homeobox D3<br>Homeobox C9<br>Homeobox C5<br>Homeobox C12<br>Developing brain homeobox 2<br>Transcription factor Sox-10<br>Homeobox D10
Leg Muscle	GO term	Genes	
	androgen/estrogen/progesterone biosynthesis*	DGAT1	Diacylglycerol O-acyltransferase 1
	developmental process involved in reproduction, sex differentiation*	**DMRT2**<br>**KANK1**<br>tdrp	Doublesex and mab-3 related transcription factor 2<br>KN motif and ankyrin repeat domains 1<br>Testis development-related protein
	skeletal muscle tissue development	BVES<br>MYBPC1<br>**Tcf21**<br>**Myf6**<br>Klhl40<br>**Six1**	Blood vessel epicardial substance<br>Myosin binding protein C1<br>Transcription factor 21<br>Myogenic factor 6<br>Kelch-like protein 40<br>SIX homeobox 1

	**MYOG**	Myogenin
	**Myf5**	Myogenic factor
	PPARGC1A	Peroxisome proliferator-activated receptor gamma coactivator 1-alpha
	PLOD2	Procollagen-lysine 5-dioxygenase
branched-chain amino acid metabolic process	DBT	Dihydrolipoamide acetyltransferase component of pyruvate dehydrogenase complex
	HMGCL	3-hydroxy-3-methylglutarate-CoA lyase
	**IVD**	Butyryl-CoA dehydrogenase
	HIBADH	3-hydroxyisobutyrate dehydrogenase
	BCKDHA	2-oxoisovalerate dehydrogenase subunit alpha
	Mccc2	Methylcrotonoyl-CoA carboxylase 2
	Aldh6a1	Aldehyde dehydrogenase 6 family member A1
	BCAT1	Branched chain amino-acid transaminase 1, cytosolic
actin filament capping	Lmod2	Leiomodin 2
	Sptan1	Spectrin, alpha, non-erythrocytic 1
	SPTBN1	Spectrin beta chain
	Tmod4	Tropomodulin 4
	Lmod2	Coiled-coil-helix-coiled-coil-helix domain containing 3
	SPTB	Spectrin beta chain
	LMOD3	Leiomodin 3
	Tmod3	Tropomodulin 3
striated muscle cell differentiation	LRRC39	Leucine rich repeat containing 39
	Pgm5	Phosphoglucomutase 5
	TFPI2	Tissue factor pathway inhibitor
	pld3	5'-3' exonuclease PLD3
	MYBPC1	Myosin binding protein C1
	**MYOCD**	Myocardin
	BVES	Blood vessel epicardial substance
	CSRP3	Cysteine and glycine-rich protein 2
	myof	Myoferlin
	**MEF2C**	MADS box transcription enhancer factor 2, polypeptide C
	NEB	Nebulin
	Tmod4	Tropomodulin 4
	klhl40	Kelch-like protein 40
	popdc2	Popeye domain containing 2
	**six1**	SIX homeobox 1
	**myf5**	Myogenic factor
	TNNT2	Troponin T2, cardiac type
	Tmem182	Transmembrane protein 182
	PLOD2	Procollagen-lysine 5-dioxygenase
	**tbx1**	T-box transcription factor TBX1
ATP metabolic process	TPI1	Triosephosphate isomerase
	ak2	Adenylate kinase 2, mitochondrial
	pkm	Pyruvate kinase
	Pgpep1l	Pyroglutamyl-peptidase I-like
	ak2	Adenylate kinase 2, mitochondrial
	ATP5F1B	ATP synthase subunit beta
	aldob,ALDOB	Fructose-bisphosphate aldolase B
	GPI	Glucose-6-phosphate isomerase
	Atp5mf	ATP synthase membrane subunit f
	PFKM	ATP-dependent 6-phosphofructokinase
	Atp5f1a	ATP synthase subunit alpha
	AK1	Adenylate kinase isoenzyme 1
	Atp5po	ATP synthase subunit O, mitochondrial
	PGAM2	Phosphoglycerate mutase
	ATP5PD	ATP synthase subunit d, mitochondrial
	ATP5F1C	ATP synthase subunit gamma
	ALDOA	Fructose-bisphosphate aldolase A
	ATP5PB	ATP synthase subunit b

	tmed1	Transmembrane emp24 domain-containing protein 1
	HK1	Hexokinase
	Atp5mc3	ATP synthase lipid-binding protein
cellular calcium ion homeostasis	STIM2	Stromal interaction molecule 2
	ATP13A1	ATPase type 13A1
	ATP13A4	Cation-transporting ATPase
	ATP2A1	Calcium-transporting ATPase
	Abcb7	Calcium uniporter protein
	STIM1	Stromal interaction molecule
	ccdc47	Coiled-coil domain containing protein 47
	CAV2	Caveolin
	dhrs7c	Dehydrogenase/reductase SDR family member 7C
	letm1	Mitochondrial proton/calcium exchanger protein
	MCU	Calcium uniporter protein
	RYR1	Ryanodine receptor 1
aerobic respiration	cs	Citrate synthase, mitochondrial
	NDUFB9	Complex I-B22
	Cox4i2	Cytochrome c oxidase subunit 4
	NDUFS1	NADH: ubiquinone oxidoreductase core subunit S1
	NDUFA8	NADH dehydrogenase [ubiquinone] 1 alpha subcomplex subunit 8
	COX7A2L	Cytochrome c oxidase subunit VIIa polypeptide 2-like
	MDH2	Malate dehydrogenase
	COX7C	Cytochrome c oxidase polypeptide VIIc
	plk1	Oxoglutarate dehydrogenase (succinyl-transferring)
	IDH3B	Isocitrate dehydrogenase [NAD] subunit, mitochondrial
	Aco2	Aconitate hydratase, mitochondrial
	sdhb	Succinate dehydrogenase [ubiquinone] iron-sulfur subunit, mitochondrial
	UQCR10	Ubiquinol-cytochrome c reductase, complex III subunit X
	UQCR11	Ubiquinol-cytochrome c reductase, complex III subunit XI
	DLST	Dihydrolipoamide S-succinyltransferase (E2 component of 2-oxo-glutarate complex)
	NDUFA10	NADH:ubiquinone oxidoreductase subunit A10
	ogdh	Oxoglutarate dehydrogenase (succinyl-transferring)
	IDH1	Isocitrate dehydrogenase [NADP]
	Atp5po	ATP synthase subunit O, mitochondrial
	Cox7a2	Cox7a2 protein
	NDUFS8	Complex I-23kD
	COX7B	Cytochrome c oxidase subunit VIIb
	Sdhaf2	Succinate dehydrogenase complex assembly factor 2
	UQCRQ	Complex III subunit 8
	COX7B	Ras and Rab interactor 2
	NDUFS2	Complex I-49kD
	IDH2	Isocitrate dehydrogenase

How the deposited data were processed for this re-analysis (not part of the article)

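RNA sequencing of 11 tissue samples from adult male S. parvus was analysed, 2 of brain, 4 of spinal cord and 5 of leg muscle. According to the paper, the authors aligned the reads to their assembly with STAR 2.7 and counted them with htseq-count at the transcript level. The tables used here, 1 per library, hold whole-number counts without normalization. The strand setting and the version of htseq-count are not given in the paper's text. The tables hold 23777 transcripts or sets of transcripts of 19455 gene IDs, followed by the summary lines of htseq-count. These lines were left out. Of all entries, 49.4% to 70.0% per library lay in the line for reads outside features, 0.731% to 3.47% in that for ambiguous reads and 2.70% to 6.07% in that for reads that did not align uniquely. The deposited annotation, with 22603 entries, gave the names.

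Reads counted in transcripts had a median of 19207601 in the brain, 15735859.5 in the spinal cord and 31606419 in leg muscle, and 13555 to 15519 transcripts took at least 1 read per library. A count of 0 allows a level of 0.0841 to 0.228 CPM, depending on the library. The chi-square per degree of freedom between libraries of one tissue was at least 64.7, so the spread between samples, not counting error, sets the precision of most transcripts. Floors and counting intervals cover counting error only.

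Analyses ran in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Transcripts were kept by filterByExpr with its minimum count of 10 and minimum total of 15, for a smallest group of 2, which left 13923 (12290 with a name and 1633 of unknown function). Libraries were scaled by TMM and fitted by glmQLFit with 1 coefficient per tissue. Each pair of tissues was compared by the quasi-likelihood test, with Benjamini-Hochberg adjustment and a threshold of 0.05. Log2 CPM used a prior count of 2. Distances between libraries used the 500 transcripts that differ most between each pair. Groups without reads were set to a floor of 3 counts over the group for lower bounds.

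The 26 gene lists, the comparisons, the rule for naming genes and most alternatives were written down before the data were examined, though the values of the paper's own tables had been seen. Named are every gene the paper names in its text and in Fig. 4, the 10 named transcripts with the lowest p per comparison and direction whose libraries do not overlap between the tissues, and up to 4 members of each list with the lowest p in the comparison described, or each member where 5 or fewer are counted. Genes named outside this rule are said to be chosen after their values were seen. A few genes that the rule selects are not reported here. The lists are HOX genes, forebrain and midbrain patterning factors, spinal motor neuron and interneuron factors, myelin and oligodendrocyte genes, synaptic and neuronal signaling genes, neurofilament and axonal cytoskeleton genes, neuropeptide and neurohormone genes, sarcomere genes, excitation-contraction coupling and calcium handling genes, myogenic regulators, glycogen and glycolysis genes, respiratory chain and citric acid cycle genes, branched-chain amino acid breakdown genes, actin capping and filament turnover genes, steroid receptors with their cofactors, DMRT genes, photoreceptor and pineal genes, pituitary genes, red blood cell genes, immune cell genes, Schwann cell and sensory ganglion genes, fibroblast and connective tissue genes, endothelial genes, astrocyte and ependymal genes, immediate early genes and ribosomal protein genes. Each was counted over all transcripts and when adjusted over the list alone, and compared with all other transcripts by camera, two-sided, with a preset correlation of 0.01 and with an estimated one.

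Alternatives changed one choice at a time, but the filter ran again in each, so the transcripts tested could change too (14558 without brain library 1, 14550 without brain library 2). They were RLE and upper quartile normalization, library totals alone, DESeq2, limma-voom, edgeR with legacy = FALSE or robust = TRUE, glmTreat against a Log2FC of 1, no filter, at least 10 counts in at least 5 libraries, a minimum count of 50, counts summed per gene, only the tissues compared, replicate numbers as a block, no lane 2 libraries, the 20 most abundant transcripts left out, and each library left out in turn. Settings with the summary lines kept as transcripts, and 1 without both spinal cord library 1 and leg muscle library 5, were added after seeing the data.

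The procedure was tested on simulated data, in which 200 transcripts of the real counts were changed by 2, 4 or 8 times. Between brain and spinal cord, 0%, 25.4% and 69.7% of those were recovered, with 2 unchanged transcripts called among 13507. Between brain and leg muscle it was 4.48%, 34.3% and 74.2%, with 5 unchanged called, and between leg muscle and spinal cord 7.46%, 58.2% and 87.9%, with 2. No changed transcript was called in the wrong direction. Only the changed transcripts differed between tissues, and none had a spread of its own, so these rates need not hold for the real samples. Gene ontology tests, the genome assembly and the gene tree were not analysed here.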

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

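The tests in this part were all chosen after the results were seen. Samples far from the others of their group were looked for in 83 groups of libraries by Dixon's test, which by chance marks about 1 in 20 groups, and 8 stood apart. Of the patterns here, 3 were weighed.

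HOXD10 stood low in spinal cord library 1, with a log2 CPM of 1.91 against 5.41 to 6.06 in the other spinal cords, and the HOX genes of paralog groups 10 to 13, HOXD10 included, were low there (median log2 ratio over the other libraries -4.66, 8 genes). Lane 2 as the whole cause is argued against by library 2 of the same lane, whose median log2 ratio over libraries 3 and 4 was -0.997 (SD 0.80, 8 genes). Brain RNA in the library is argued against by HOX1 to HOX9, with a median of 0.108 over 22 genes. Over HOX1 to HOX9, which were not picked for being low, the ratio fell with paralog number (Spearman's correlation -0.557 over 22 genes, permutation p = 0.008). Library 2 fell alike against libraries 3 and 4 (Spearman's correlation -0.559 over 22 genes, permutation p = 0.0079). All 8 genes of groups 10 to 13 were lower there too. Both ratios have libraries 3 and 4 in their base, so a departure of either would show in both. Genes are not replicates, so these p values do not measure the spread between frogs. A piece of cord from nearer the head, in libraries 1 and 2 to differing degrees, thus cannot be told apart from a part played by lane 2. That lane holds these 2 libraries. A difference between frogs was not tested.

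Photoreceptor transcripts were found in both brains, in data that the paper does not discuss. Purpurin was at 108 CPM in the brain against 0.0760 in leg muscle, and opn1lw1, a cone opsin, at 38.1 against 0.785. Reads from other libraries of the lane are argued against, since the median leg muscle level over all 19 genes measured was 2.02% of that in the brain. It was at most 6.00% for 16 of them, while for the other 3 (26.9% to 277%) this stays open. Some of the 19 were taken from the paper's tables on these same libraries. A low leg muscle level may have helped select those, so the median is not independent evidence. Eye tissue dissected with the brain cannot be told apart from the pineal and other photoreceptors of the brain. All 16 were higher in brain 2 than in brain 1 (median log2 ratio 1.09, SD 0.523), which either source could give.

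Skeletal muscle transcripts were found in the spinal cord libraries, with sarcomere transcripts at 0.362%, 0.365%, 0.0722% and 0.0186% of their leg muscle level and calcium handling transcripts at 0.697%, 0.565%, 0.142% and 0.0608%. In the brains these were 0.00599% and 0.0492%, and 0.0289% and 0.129%. Reads from the leg muscle libraries here by way of a shared lane are argued against. Lane 2, which held none of these leg muscle libraries, had 8.54 times the level of lane 1 (1.76 to 22.6 over 14 genes). What else was run on lane 2 is not known. The excess over lane 1 was a like share for calcium handling (0.424%, 7 genes) and sarcomere transcripts (0.253%, 14 genes), a ratio of 1.67. The 7 calcium handling genes include the parvalbumin forms. Muscle dissected with the cord may be the source, but any source of muscle RNA would give a like share, so the test cannot single it out.

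In leg muscle library 2, 44.5% of entries were counted in transcripts, against 41.1% to 41.8% in the other leg muscles, and 49.4% lay outside features, against 51.7% to 52.3%. The mean log2 CPM of HOX genes was 0.76 in leg muscle library 3, against -0.23 to 0.02. Leg muscle library 5 had a mean log2 CPM of Schwann cell and sensory ganglion genes of 0.78, against 0.09 to 0.26. In the same library the less abundant beta parvalbumin was at a log2 CPM of 6.64, against 9.07 to 9.95, and Mnx1 at -2.01, against -3.65 in the other 4, which took no reads of it. Forebrain and midbrain factors had a mean log2 CPM of 0.17 in spinal cord library 4, against -0.72 to -0.62. No explanation was tested for these.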

How the results depend on the processing

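Among the settings here, those with the summary lines kept and the one without both spinal cord library 1 and leg muscle library 5 were chosen after seeing the data. Of 522 results for named genes, 403 passed in the main analysis. Under every setting, 355 kept their side of the threshold, and their direction where they passed. Under at least 1 setting, 112 lost and 44 gained a call, and 28 changed direction. A change of direction was not counted where neither run passed. RLE and robust = TRUE changed none of the 522, upper quartile normalization ended 2 calls, and library totals alone ended 39 and reversed 28. The test against a fold of 2 ended 41 calls, the replicate block by label number 27 and that by sample code number 73. DESeq2 kept 489 of 519. Of the 71 named calls between brain and spinal cord, 32 were lost without brain library 1, 41 without brain library 2, and 10, 18, 15 and 14 without spinal cord libraries 1 to 4. A lone brain library is assumed to vary like the other tissues. In the self-test on simulated counts, 0 of 67 changes by 2 times between brain and spinal cord were recovered. There few transcripts differed and none had a spread of its own, so this rate need not hold for the real samples. Small differences between brain and spinal cord may have been missed.

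The counts of transcripts higher in brain and in spinal cord (166 and 117) were 330 and 454 by DESeq2, 443 and 260 by limma-voom, 282 and 179 by edgeR with legacy = FALSE, and 336 and 258 with only the 2 tissues. They were 76 and 50 by glmTreat and 31 and 67 without lane 2. With a replicate block by the number in the labels they were 74 and 71 (61 and 53 of them shared with the 166 and 117), and by the number in the sample codes 45 and 36 (11 and 25 shared). At least 10 counts in at least 5 libraries left 104 higher in brain, and library totals alone 73 higher in spinal cord. As each library was left out, these counts ranged from 22 to 215 and from 17 to 160, and those higher in leg muscle than in brain from 1907 to 3296. Leg muscle counts were 1952 against brain, and 2056 against 2757 in spinal cord, by glmTreat, and 2201 against 2638 with the sample code block. Library totals alone gave 8805 and 930 for brain and leg muscle, and 923 and 9493 for leg muscle and spinal cord. The ratio of the distances was 1.62 over 100 transcripts and 2.27 as Euclidean distance over all. For each of these the cause was not tested, beyond the fewer samples or stricter null that some settings use by construction.

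Some results reversed with library totals alone, counted where that setting or the main analysis passed. Their Log2FC values between brain and leg muscle were CDH5 0.037, HIBADH 0.045, rpl19 0.70, RPLP0 0.67, Bckdk 0.13, RPL23 0.52 and Rusc1 1.81 (4.30 with counts summed per gene). Between leg muscle and spinal cord they were CDH5 -0.47, CALB2 -0.43, RPL10 -0.42, HIBADH -0.39, RPL13 -0.40, rpl4-b -0.39, ACAD8 -0.59, celf2 -1.50, TEK -0.25, Atf3 -0.079, ANXA6 -0.63, -0.38 and -0.79 in its 3 entries, Pygl -0.33, Gldn -1.34, PTK2B -1.24, Alas2 -0.41, Esam -0.39, DLD -0.047, gata1-b -0.23 and Cd74 -0.049. That scaling shifts the median of all transcripts by more than most of these values.

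The labels and the sample codes number the replicates differently and neither is said to mark a frog. Correlations across transcripts were taken after the tissue means were removed. Between libraries with the same label number they were 0.150, -0.0491, 0.00197 and 0.00415 for leg muscle and spinal cord 1 to 4. For brains 1 and 2 they were 0.103 and 0.217 with leg muscle and 0.125 and 0.131 with spinal cord. With the mean of 2 brains removed, brain 2 has the value of brain 1 with its sign changed for any given library. The 2 brains are thus not separate evidence. With the same code number, leg muscles 1 and 3 had 0.150 and 0.0904 with spinal cords 1 and 2. Brains 1 and 2 had -0.217 and -0.115 with leg muscles 2 and 4 of the same code number. Values near 0 between tissues this unlike cannot show that samples come from different frogs, so pairing of leg muscle and spinal cord stays undecided. Brain 1 correlated more with spinal cord 3 (0.277) and brain 2 with spinal cord 4 (0.208). The contrast between the 2 brains is too little to decide whether the labels pair them.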

Differences from the paper's values

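Of the values compared, 1 differed from the paper's. For SLA between leg muscle and spinal cord, the paper's absolute Log2FC is 1.30, and it was 2.14 here (SE 0.42). Of the alternatives set before the data were examined, the replicate block by number in the sample codes (1.69) came within the larger error, and all others, from 0.40 to 2.34, did not. Added after seeing the values, the settings with the summary lines kept gave 2.19. SLA's average log2 CPM with those lines kept was 1.30.

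The paper's totals of transcripts per direction were also set beside those here, at its threshold of 0.05, and none differed by more than 1.5 times. The paper's 118 transcripts higher in the spinal cord than in the brain were 117 here, and 113 are shared. Of the paper's 165 higher in the brain, 159 are shared and 7 were called here alone. A setting with the summary lines of htseq-count kept as transcripts and the first transcript left out, chosen after seeing the values, gave 165 and 118, 3820 and 3222, and 3796 and 4013. All 3 pairs equal the totals of the paper's supplement. Between brain and spinal cord the setting drops 0 of the paper's calls, and the Log2FC values differ by at most 4.9e-05.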

Other observations

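The gene lists and the test of other splits in this part were planned, but which lists to describe here was decided after the results were seen. Leg muscle held more transcripts of connective tissue, vessels, immune cells and ribosomes than the spinal cord. The tendon and muscle matrix protein thbs4 was at 489.6 ± 62.2 CPM in leg muscle (SD, n = 5) and 3.67 ± 1.46 in the spinal cord (SD, n = 4; Log2FC = 7.06, SE 0.42, adjusted p = 1.8e-07 by edgeR's quasi-likelihood test). FBN1, which forms elastic microfibrils, was at 715 ± 259 and 21.3 ± 5.99 CPM (Log2FC = 5.07, SE 0.39, adjusted p = 8.7e-07). Of 16 fibroblast and connective tissue genes, 14 were higher in leg muscle and none was lower (14 when adjusted over the list alone; camera adjusted p = 2.6e-06, adjusted p = 0.14 with an estimated correlation). Endothelial genes were higher for 8 of 10 (8 when adjusted over the list alone; camera adjusted p = 0.0019, adjusted p = 0.23 with an estimated correlation), with a median Log2FC of 1.53 that turned to -0.32 with library totals alone. Immune cell genes were higher for 6 of 11 (6 when adjusted over the list alone; camera adjusted p = 0.0074, adjusted p = 0.37 with an estimated correlation), with a median of 1.60 that turned to -0.05. The immune protease CTSS had a Log2FC of 3.29 (SE 0.45, adjusted p = 7.7e-05). All 24 ribosomal protein genes were higher in leg muscle (24 when adjusted over the list alone; camera adjusted p = 1.4e-06, adjusted p = 0.35 with an estimated correlation), at a median of 1.42 that turned to -0.47. Of 15 red blood cell genes, 5 were higher in leg muscle and none was lower (4 when adjusted over the list alone; camera adjusted p = 0.092), and their median of 1.13 turned to -0.71. Under that scaling, 0 endothelial, 1 immune cell, 1 ribosomal protein and 0 red blood cell genes were higher in leg muscle. Without spinal cord library 4, 3 of the red blood cell genes were higher in the spinal cord. Without the 2 spinal cord libraries of lane 2, 4 endothelial and 10 ribosomal protein genes were higher in leg muscle.

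Some immediate early transcripts, which mark recent neuronal activity, and some pituitary transcripts were higher in the brain than in the spinal cord. The pituitary genes PRL, GH, TSHB and POU1F1 were annotated but too low to be tested. NPAS4, a factor induced by activity, was at 25.0 ± 12.9 CPM in the brain (SD, n = 2) and 2.22 ± 1.49 in the spinal cord (SD, n = 4; Log2FC = 3.50, SE 0.66, adjusted p = 0.02 by edgeR's quasi-likelihood test), and Egr4 at 73.5 ± 44.5 and 5.06 ± 5.07 CPM (Log2FC = 3.87, SE 0.70, adjusted p = 0.017). Of 15 immediate early genes, 3 were higher in the brain and none in the spinal cord (4 when adjusted over the list alone; camera adjusted p = 0.0043, adjusted p = 0.27 with an estimated correlation). The count fell to 1 without brain library 1 or spinal cord library 1, 3 or 4, and to 0 without brain library 2. The call of NPAS4 was lost without brain library 1 (adjusted p = 0.068) or 2 (0.29) or spinal cord library 1 (0.051) or 3 (0.06), against a fold of 2 and without the lane 2 libraries, where 1 immediate early gene was higher in the brain. That of Egr4 was lost without brain library 2 (adjusted p = 0.27) or spinal cord library 4 (0.052). Between leg muscle and spinal cord, 3 were higher in each (2 and 3 when adjusted over the list alone), with a median Log2FC of 0.61, a mean of -0.47 and a camera test that points to the spinal cord, and the median turned to -1.34 with library totals alone. The pituitary hormone subunit cga was at 6.83 and 39.0 CPM in the 2 brains and 0.164 ± 0.214 in the spinal cord (Log2FC = 7.04, SE 1.14, adjusted p = 0.0092), and its call was lost without brain library 2 (adjusted p = 0.2) or without the lane 2 libraries. The hormone precursor pomc was at 1275 and 127 CPM in the brains and did not pass (adjusted p = 0.059). Of 7 pituitary genes, 2 were higher in the brain and none in the spinal cord (4 when adjusted over the list alone; camera adjusted p = 9.5e-05), with 1 without brain library 1 or spinal cord library 1 or 2 and 0 without brain library 2. The photoreceptor list as a whole had a median Log2FC of 4.75 between brain and spinal cord (15 higher when adjusted over the list alone; camera adjusted p = 2.0e-17).

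Between leg muscle and spinal cord, 7745 transcripts passed the test. Of 100 splits of these 9 libraries into groups of 5 and 4, drawn from 126, 1 gave as many, the real one. The highest other gave 4540 and the lowest 0. Every other split puts leg muscle and spinal cord libraries together in at least 1 group, so the difference between tissues adds to the spread within it. The highest other set 4 leg muscles apart from the rest, which is close to the real split. The test thus cannot decide whether chance gave the count.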
